# Critical role of the BAF chromatin remodeling complex during murine neural crest development

**DOI:** 10.1371/journal.pgen.1009446

**Published:** 2021-03-22

**Authors:** Kathleen Wung Bi-Lin, Pratap Veerabrahma Seshachalam, Tran Tuoc, Anastassia Stoykova, Sujoy Ghosh, Manvendra K. Singh

## Abstract

The BAF complex plays an important role in the development of a wide range of tissues by modulating gene expression programs at the chromatin level. However, its role in neural crest development has remained unclear. To determine the role of the BAF complex, we deleted BAF155/BAF170, the core subunits required for the assembly, stability, and functions of the BAF complex in neural crest cells (NCCs). Neural crest-specific deletion of *BAF155/BAF170* leads to embryonic lethality due to a wide range of developmental defects including craniofacial, pharyngeal arch artery, and OFT defects. RNAseq and transcription factor enrichment analysis revealed that the BAF complex modulates the expression of multiple signaling pathway genes including Hippo and Notch, essential for the migration, proliferation, and differentiation of the NCCs. Furthermore, we demonstrated that the BAF complex is essential for the Brg1-Yap-Tead-dependent transcription of target genes in NCCs. Together, our results demonstrate an important role of the BAF complex in modulating the gene regulatory network essential for neural crest development.

## Author summary

Neural crest cells (NCCs) are a multipotent and migratory cell population that is induced at the neural plate border during neurulation and contributes to the formation of a wide range of tissues. Defects in the development, differentiation, or migration of NCCs lead to various birth defects including craniofacial and heart anomalies. Here, by genetically deleting BAF155/BAF170, the core subunits required for the assembly, stability, and functions of the BAF chromatin remodeling complex, we demonstrate that the BAF complex is essential for the proliferation, survival, and differentiation of the NCCs. Neural crest-specific deletion of *BAF155/BAF170* leads to embryonic lethality due to a wide range of developmental defects including craniofacial and cardiovascular defects. By performing RNAseq and transcription factor enrichment analysis we show that the BAF complex modulates the expression of multiple signaling pathway genes including Hippo and Notch, essential for the development of the NCCs. Furthermore, the BAF complex component physically interacts with the Hippo signaling components in NCCs to regulate gene expression. We demonstrated that the BAF complex is essential for the Brg1-Yap-Tead-dependent transcription of target genes in NCCs. Together, our results demonstrate a critical role of the BAF complex in modulating the gene regulatory network essential for the proper development of neural crest and neural crest-derived tissues.

## Introduction

Neural crest cells (NCCs) are a group of multipotent cells that are transiently generated along the vertebrate axis. In mammalian embryos, NCCs migrate from the dorsolateral edges of the neural plate before the formation of the neural tube. These NCCs undergo an epithelial-to-mesenchymal transition to delaminate and migrate through the extracellular space to multiple tissues and differentiate into various cell types including neurons, pigment cells, cartilage, bone, and smooth muscle of the cardiovascular system in the developing embryo. Depending upon their location along the anterior-posterior body axis and differentiation ability to form certain derivatives, NCCs can be subdivided into five axial populations: cranial, cardiac, vagal, trunk, and sacral NCCs. Cranial NCCs migrate and populate the face and the first and second pharyngeal arches, contributing to the cranial ganglia, craniofacial skeleton, palates, and other structures of the developing head. Cardiac NCCs migrate to the third, fourth, and sixth pharyngeal arches, differentiate into the smooth muscle cells, and contribute towards the remodeling of the pharyngeal arch arteries. Cardiac NCCs migrate further and participate in the septation of the cardiac OFT by contributing to the septum which divides the truncus arteriosus, into the aorta and pulmonary trunk. Defective cardiac NCCs development leads to various congenital cardiac malformations, such as disrupted pharyngeal arteries, pulmonary artery stenosis, persistent truncus arteriosus (due to failed septation of the OFT), and membranous ventricular septal defects [1,2]. Genetic or environmental factors affecting NCCs ability to proliferate, migrate, or differentiate leads to many congenital cardiovascular and craniofacial disorders and contribute to more than one-third of all congenital diseases in humans.

Epigenetic regulation at the chromatin level plays an important role during embryonic development by maintaining the size of the progenitor cell population, their survival, and differentiation into different cell lineages. Genetic mutations or alterations of epigenetic regulators and chromatin modulators cause congenital disorders. Over the years, the importance of epigenetic modulators in regulating neural crest development has been increasingly emphasized. However, the role of the Brg1/Brm-associated factors (BAF) complex, one of the ATP-dependent chromatin remodeling complexes in the neural crest is not well described and warrants further investigation. The structure of the BAF complex is composed of an ATPase, Brg1 or Brm, core structural subunits BAF155, BAF170, and other cell type-specific subunits [3,4]. Genetic deletion of BAF subunits such as *Brg1*, *BAF155*, or *BAF45* leads to early embryonic lethality [5–8]. During embryonic development, both BAF155 and BAF170 are ubiquitously expressed [9]. BAF155 is strongly expressed in proliferating stem/progenitor cells and weakly in differentiated cells [10–12]. In contrast, BAF170 is weakly expressed in proliferating stem/progenitor cells and strongly in differentiated cells [10–12]. Although low expression of BAF170 is detected in stem/progenitor cells and BAF155 in differentiated cells, this expression is necessary and sufficient for stabilizing the BAF complex [9,13]. During neural crest development, Brg1 promotes proliferation, migration, and differentiation of the NCCs into smooth muscle cells as well as suppresses cell death. Brg1 physically interacts with another chromatin remodeler chromodomain-helicase-DNA-binding-protein 7 (Chd7) to promote expression of *PlexinA2*, a semaphorin receptor required for the proper migration of cardiac NCCs to the OFT [14]. Another study also demonstrated that Chd7 interaction with Polybromo-BAF (PBAF) in NCCs is essential for promoting neural crest-specific gene expression programs as well as for their migration. Other neural crest-related disease studies using mouse models have found that loss or mutation of BAF250a (*ARID1a*) leads to defects in the pharyngeal arteries, incomplete conotruncal septation of the OFT, and craniofacial malformation [15]. In contrast to the role of the BAF complex in other biological processes, its role in neural crest cells is not well described.

In the present study, using neural crest-specific deletion of *BAF155/170* we demonstrated the cell-autonomous role of the BAF complex in regulating NCCs migration, survival, proliferation, and differentiation. Previous reports have shown that the deletion of a single BAF subunit does not affect the expression and incorporation of other subunits into Brg1 or Brm-based complexes. To better understand the functions of the BAF complex, we deleted the core subunits of the BAF complex, BAF155, and BAF170 in the neural crest cells using *Wnt1*^*Cre/+*^ and *Pax3*^*Cre/+*^ mice and analyzed the neural crest-specific developmental defects. Loss of *BAF155/170* leads to embryonic lethality due to severe craniofacial and cardiovascular defects caused by impaired migration, survival, proliferation, and differentiation of NCCs. RNAseq analysis on sorted NCCs revealed that the BAF complex modulates the expression of many signaling pathway genes including Hippo and Notch pathways that are essential for the migration, proliferation, and differentiation of the NCCs. Transcription factor enrichment analysis identified several factors including Hey1, Hey2, and Hes5 that may directly or indirectly interact with the BAF complex in NCCs. Furthermore, we demonstrated that Brg1 physically interacts with the Yap and Tead transcription factors. Brg1-Tead and Yap-Tead interactions were significantly compromised in *BAF155/170* knockdown cells suggesting that the proper assembly of BAF complex is essential for Brg1-Yap-Tead-dependent transcription of target genes in NCCs. Together, these results reveal an essential role of the BAF complex in regulating neural crest-specific gene expression program required for the proper development of neural crest-derived tissues.

## Results

### Neural crest-specific deletion of *BAF155/170* results in craniofacial malformation and early embryonic lethality

BAF155 and BAF170 are expressed in the neural crest cells (S1 Fig). To determine the role of BAF complex in NCCs, we decided to genetically delete the core subunits BAF155 and BAF170 by crossing the *BAF155*^*flox/flox*^ and *BAF170*^*flox/flox*^ mice with two different neural crest Cre lines, *Pax3*^*Cre/+*^ and *Wnt1*^*Cre/+*^ mice [10,16,17]. Both *Pax3*^*Cre/+*^ and *Wnt1*^*Cre/+*^ alleles are active in NCCs. However, their cre expression domains are not restricted to the NCCs alone. For example, Wnt1 expression is observed in the dorsal neural stem cells that contribute to both the central nervous system and neural crest progenitors [18,19]. In contrast, *Pax3*^*Cre/+*^ knock-in allele is active in the dorsal neural tube and somites of an early embryo and in the neural crest and somite derivatives of late gestation embryos [16,20]. Mice double heterozygous for *BAF155/170*-deficiency (*Pax3*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/+*^ and *Wnt1*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/+*^) appeared normal and were fertile. To characterize the phenotypic defects due to loss of *BAF155* and *BAF170*, embryos were harvested from E9.5 to E14.5. Analyses of embryos collected at different developmental stages revealed that *Pax3*^*Cre/+*^-mediated deletion of both *BAF155* and *BAF170* (*Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^) leads to severe craniofacial defects and embryonic death at E12.5 (Fig 1A–1L). *BAF155*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170* ^*flox/+*^) embryos were also affected but less severely than the *BAF155/170*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^) embryos and die by E14.5. In contrast to the *BAF155/170*- or *BAF155*-deficient embryos, morphologically *BAF170*-deficient (*Pax3*^*Cre/+*^*;BAF170*^*flox/flox*^*;BAF155*^*flox/+*^) embryos were largely indistinguishable from their littermate controls (Fig 1A, 1B, 1E, 1F, 1I and 1J). We also observed a hole in the forebrain suggesting an impaired development of telencephalon in *BAF155/170*- and *BAF155*-deficient embryos (Fig 1G, 1H, 1K and 1L). To determine the neural crest-specific requirement of the BAF complex, we generated neural crest-specific *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^) embryos using *Wnt1*^*Cre/+*^ mice (Fig 2A–2L) [20]. No significant changes were observed at E9.5 between different genotypes analysed (Fig 2A–2D) Consistent with the embryonic defects seen in *Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos, *Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos also died at E12.5 and showed severe developmental defects including craniofacial deformities (Fig 2E–2L). We also observed hemorrhage in the forebrain of E11.5 *Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos (3/10 embryos), which were not observed in the *Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos (Fig 2L). Compared to control or *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*flox/flox*^*;BAF155*^*flox/+*^) embryos, craniofacial defects were also evident in *BAF155*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/+*^) embryos (Fig 2E–2L). No obvious morphological differences were observed between control and *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*flox/flox*^*;BAF155*^*flox/+*^) embryos at E10.5 and E11.5 (Fig 2E, 2F, 2I and 2J).

**Fig 1:**
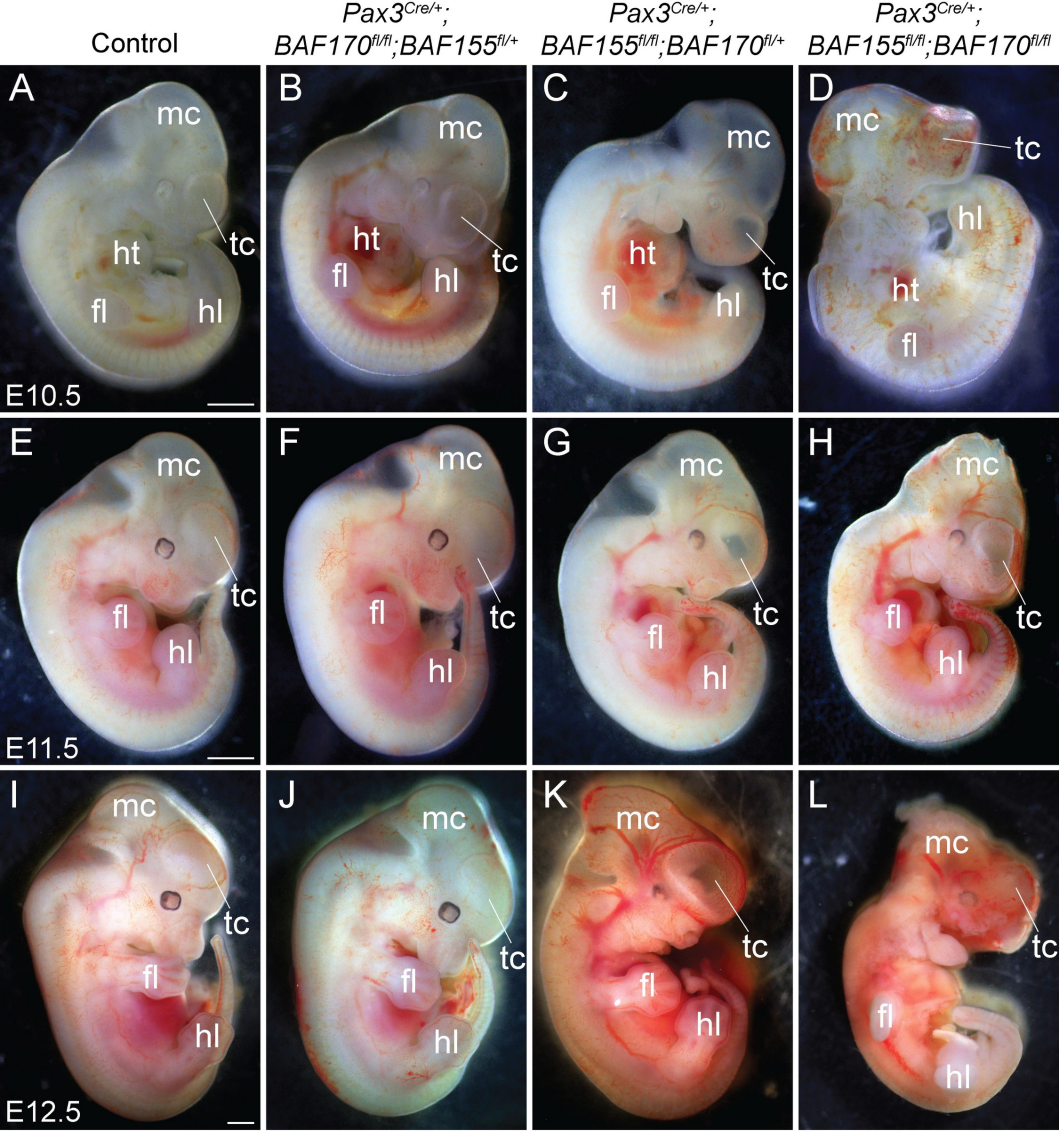
*Pax3*^*Cre*^-mediated deletion of *BAF155/170* leads to severe craniofacial defects and embryonic lethality. **(A-L)** Phenotypic defects in control, *BAF170*-deficient (*Pax3*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^), *BAF155*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/+*^) and *BAF155/170*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) embryos. Sagittal view of E10.5 (A-D), E11.5 (E-H), and E12.5 (I-L) embryos. Severe craniofacial defects in *BAF155/170*-deficient embryos (D, H, and L) when compared with their littermate controls (A, E, and I). Among *BAF155/170*-deficient embryos, 9/9 showed forebrain defects, evident by improper development of the telencephalon (D, H, and L). *BAF155*-deficient embryos (C, G, and K) also demonstrated abnormal development of craniofacial tissues and telencephalon when compared with their littermate controls (A, E, and I). No obvious morphological defects were observed in *BAF170*-deficient embryos at the embryonic stages analyzed (B, F, and J). n = 3–10 embryos were analyzed for each genotype at each given embryonic stage. Scale bars 200μM (A-D) and 500μM (E-L) fl, forelimb; hl, hindlimb; ht, heart; mc, metencephalon; tc, telencephalon.

**Fig 2:**
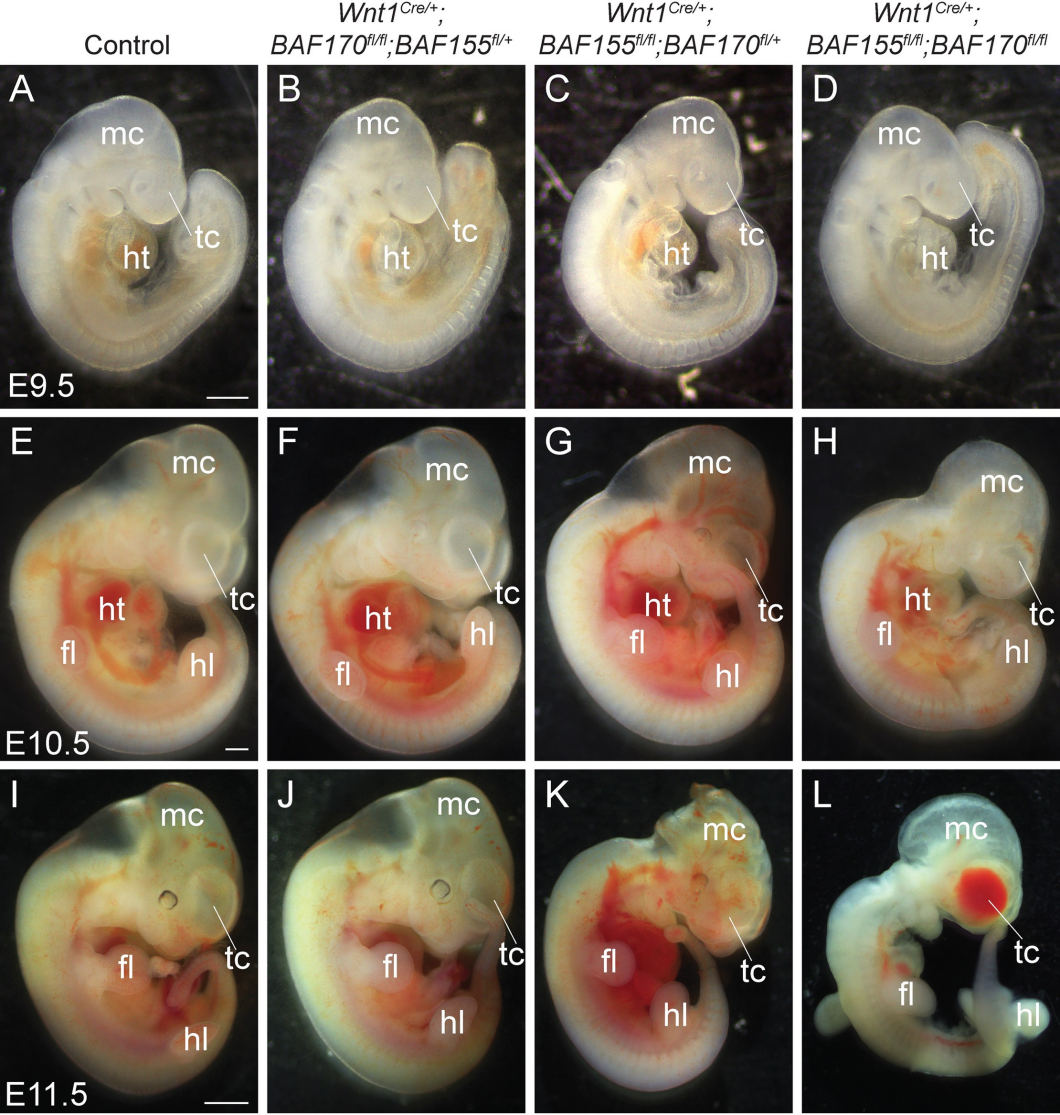
*Wnt1*^*Cre*^-mediated neural crest-specific deletion of *BAF155/170* leads to severe craniofacial defects and embryonic lethality. **(A-H)** Phenotypic defects in control, *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^), *BAF155*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/+*^) and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) embryos. Sagittal view of E9.5 (A-D), E10.5 (E-H), and E11.5 (I-L) embryos. No obvious developmental defects were observed at E9.5 between different genotypes (A-D). Developmental defects in neural-crest derived tissues, including craniofacial defects in *BAF155/170*-deficient embryos (H and L) when compared with their littermate controls (E and I). Among *BAF155/170*-deficient embryos, 7/10 showed severe craniofacial defects. Hemorrhage in the forebrain (telencephalon) of E11.5 *BAF155/170*-deficient embryos (3/10 embryos) (L). Craniofacial defects are also present in *BAF155*-deficient embryos (6/10 showed craniofacial deformities, enlarged blood vessels) but less severe than the *BAF155/170*-deficient embryos (K). No obvious morphological defects were observed in *BAF170*-deficient embryos (10/10) at the embryonic stages analyzed (F and J). n = 4–10 embryos were analyzed for each genotype at each given embryonic stage. Scale bars 200μM (A-H) and 500μM (E-H). fl, forelimb; hl, hindlimb; ht, heart; mc, metencephalon; tc, telencephalon.

### Impaired differentiation of NCCs into smooth muscle cells of the pharyngeal arch arteries due to *BAF155/170* deletion

To determine whether migration and differentiation of the NCCs are affected due to *BAF155* and *BAF170* deletion, we performed the lineage-tracing analysis at E9.5, E10.5 and E11.5 in both controls, *BAF155*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/+*^), *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*flox/flox*^*;BAF155*^*flox/+*^) and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^) embryos (Fig 3A–3L). Labeled neural crest cells marked by GFP expression were abundantly present around the neural tube and in the craniofacial tissues in *BAF155*- and *BAF170*-deficient as well as in *BAF155/170*-deficient embryos (Fig 3B–3D, 3F–3H and 3J–3L). GFP^+^ NCCs were also seen in the developing pharyngeal arches of *BAF155/170*-deficient embryos. Whole embryo immunofluorescence analysis did not reveal any gross differences regarding the migration of NCCs. To get a better understanding of NCCs migration, we also generated frontal sections of lineage-traced E11.5 embryos of all the genotypes and performed GFP immunostaining (Fig 3M–3P). Consistent with the earlier observation, immunostaining with anti-GFP antibody also revealed no difference in the migration of the NCCs at the level of pharyngeal arches in *BAF155-*, *BAF170-* and *BAF155/170*-deficient embryos (Fig 3M–3P). Since NCCs in the pharyngeal arches contribute to the vascular smooth muscle cells of the pharyngeal arch arteries, we decided to determine whether the disruption of the BAF complex affects the ability of NCCs to differentiate into smooth muscle cells. We performed immunostaining on the frontal sections of E11.5 embryos for GFP, to mark the neural crest derivatives and SM22α, a smooth muscle cell marker. Dapi staining was performed to visualize the nuclei (Fig 3Q–3T). In control embryos, SM22α^+^ smooth muscle cells covered most of the vascular walls suggesting proper differentiation of NCCs (Fig 3Q). Compared to the controls, no significant change was observed in *BAF170*-deficient embryos (Fig 3R). In *BAF155*-deficient embryos, the pharyngeal arches were poorly developed and SM22α^+^ cells were observed but not properly distributed throughout the vascular wall (Fig 3S). In contrast to the *BAF155*- or *BAF170*-deficient embryos, SM22α^+^ cells were nearly absent from the vascular walls of *BAF155/170*-deficient embryos suggesting impaired differentiation of the NCCs into smooth muscle cells (Fig 3T). Consistent with the smooth muscle defects seen in *Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos, *Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos also showed a severe deficiency of SM22α^+^ cells in the vascular wall of the pharyngeal arch arteries (S2 Fig). The decreased formation of smooth muscle wall around the pharyngeal arteries suggests that the BAF complex is essential for the differentiation of NCCs into smooth muscle cells.

**Fig 3:**
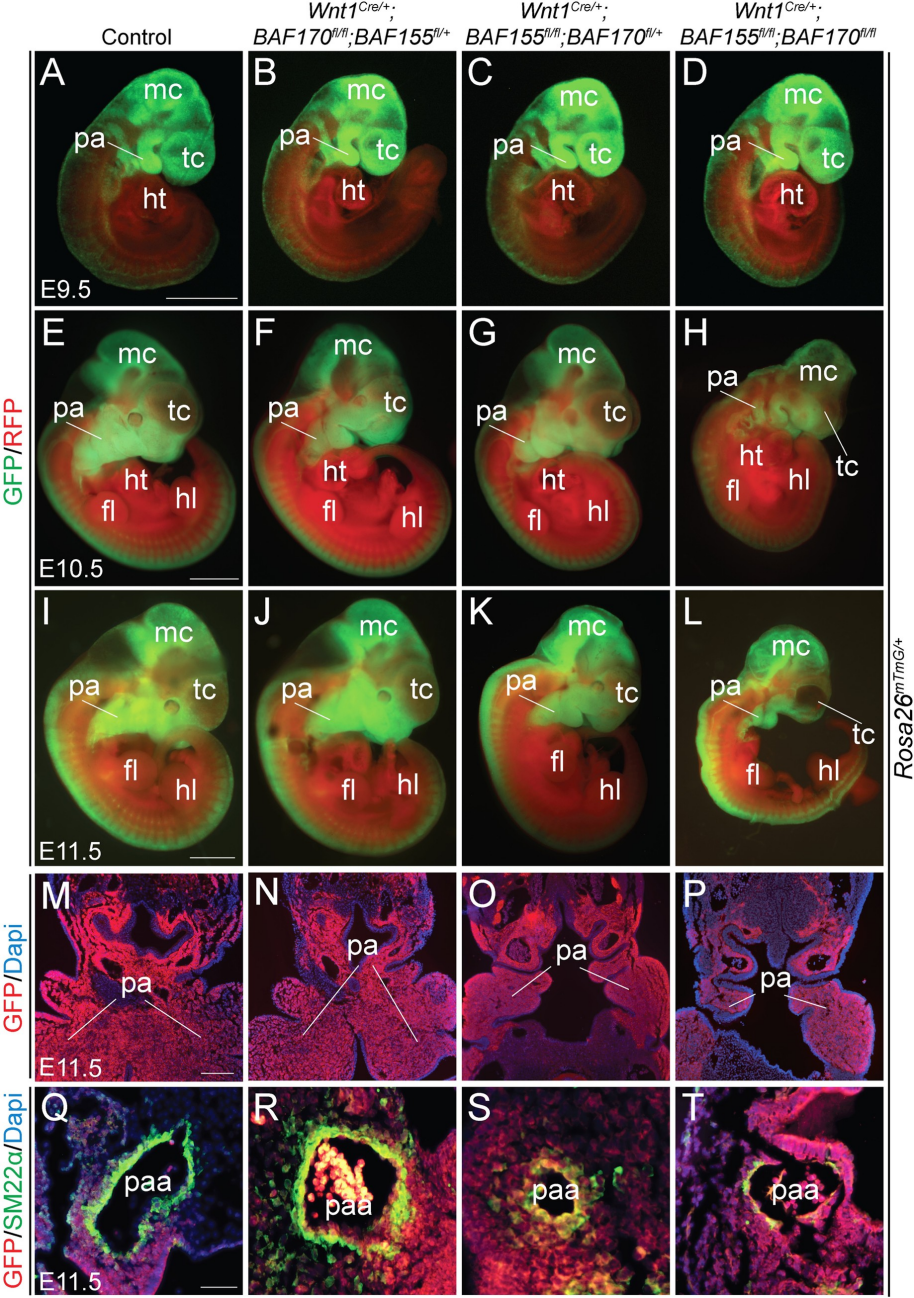
Defective NCCs differentiation in the pharyngeal arch arteries of neural crest-specific *BAF155/170* knockout embryos. **(A-H)** Lineage tracing of *Wnt1*^*Cre/+*^-derived NCCs using *R26*^*mTmG/+*^ reporter at E9.5 (A-D), E10.5 (E-H) and E11.5 (I-L). Control, *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^), *BAF155*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/+*^) and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) embryos were analyzed by GFP and RFP immunofluorescence (n = 4 each genotype). Merged GFP/RFP images are presented here (A-L). Scale bars 200μM (A-H) and 500μM (I-L). **(M-P)** Anti-GFP immunostaining on the frontal sections of E11.5 control (M), *BAF170*-deficient (N), *BAF155*-deficient (O), and *BAF155/170*-deficient (P) embryos showing neural crest-derived cells in the pharyngeal arches (n = 3 each genotype). Scale bar 75μM (M-P). **(Q-T)** Anti-SM22α immunostaining on the frontal sections of E11.5 control (Q), *BAF170*-deficient (R), *BAF155*-deficient (S), and *BAF155/170*-deficient (T) embryos showing differentiation of neural crest-derived cells into the smooth muscle of the 4^th^ pharyngeal arch artery (n = 3 each genotype). Scale bar 50μM (Q-T). fl, forelimb; hl, hindlimb; ht, heart; mc, metencephalon; pa, pharyngeal arch; paa, pharyngeal arch artery; tc, telencephalon.

### Impaired contribution of cardiac NCCs in the OFT due to *BAF155/170* deletion

After passing through the pharyngeal arches, the cardiac neural crest cells continue to migrate toward the heart and eventually contribute to the formation of the aortopulmonary septum as well as the smooth muscle layer of the OFT [21]. To determine whether NCCs contribution to the developing OFT was affected due to *BAF155/170* deletion, we performed the lineage-tracing experiment and analyzed the cardiac NCCs contribution by immunostaining the sagittal sections of E11.5 control and *BAF155/170*-deficient embryos through the OFT with anti-GFP antibody and counter-staining the nuclei with Dapi (Fig 4A–4F). In control embryos, the GFP^+^ population of NCCs was readily apparent in the conotruncal cushions of the developing OFT (Fig 4A and 4B). In contrast to the normal migration of NCCs in the pharyngeal arches, *BAF155/170*-deficient cardiac NCCs failed to migrate properly to the heart, as evidenced by the quantitative analysis showing reduced distance migrated by the NCCs as well as a reduced number of GFP^+^ cells in the conotruncal cushions of the developing OFT (Fig 4A–4F). As an additional method to mark these migrating NCCs cells to the OFT, we performed immunostaining for PlexinA2, a marker of migratory and post-migratory cardiac NCCs, and Dapi counter-staining to visualize the nuclei (Fig 4G and 4H). When compared with controls, *BAF155/170*-deficient embryos showed reduced levels of PlexinA2 expression in the conotruncal cushions (Fig 4H). To demonstrate the importance of *BAF155/170* in smooth muscle cell recruitment and/or differentiation in the OFT, we performed immunostaining for SM22α, a smooth muscle cell marker, and Dapi counter-staining to visualize the nuclei (Fig 4I and 4J). As expected, our results showed SM22α^+^ cells surrounding the OFT and populating the conotruncal cushions in the control embryos (Fig 4I). In *BAF155/170*-deficient embryos, we observed SM22α^+^ cells surrounding the OFT. However, the number of SM22α^+^ cells present in the conotruncal cushions was considerably decreased compared to the controls (Fig 4J). This decrease in the number of SM22α^+^ cells in the conotruncal cushions was due to a reduced number of migrating GFP^+^ NCCs and likely not due to impaired differentiation (Fig 4K and 4L). Together these findings suggest that BAF complex function is essential for the proper contribution of the cardiac NCCs to the developing OFT.

**Fig 4:**
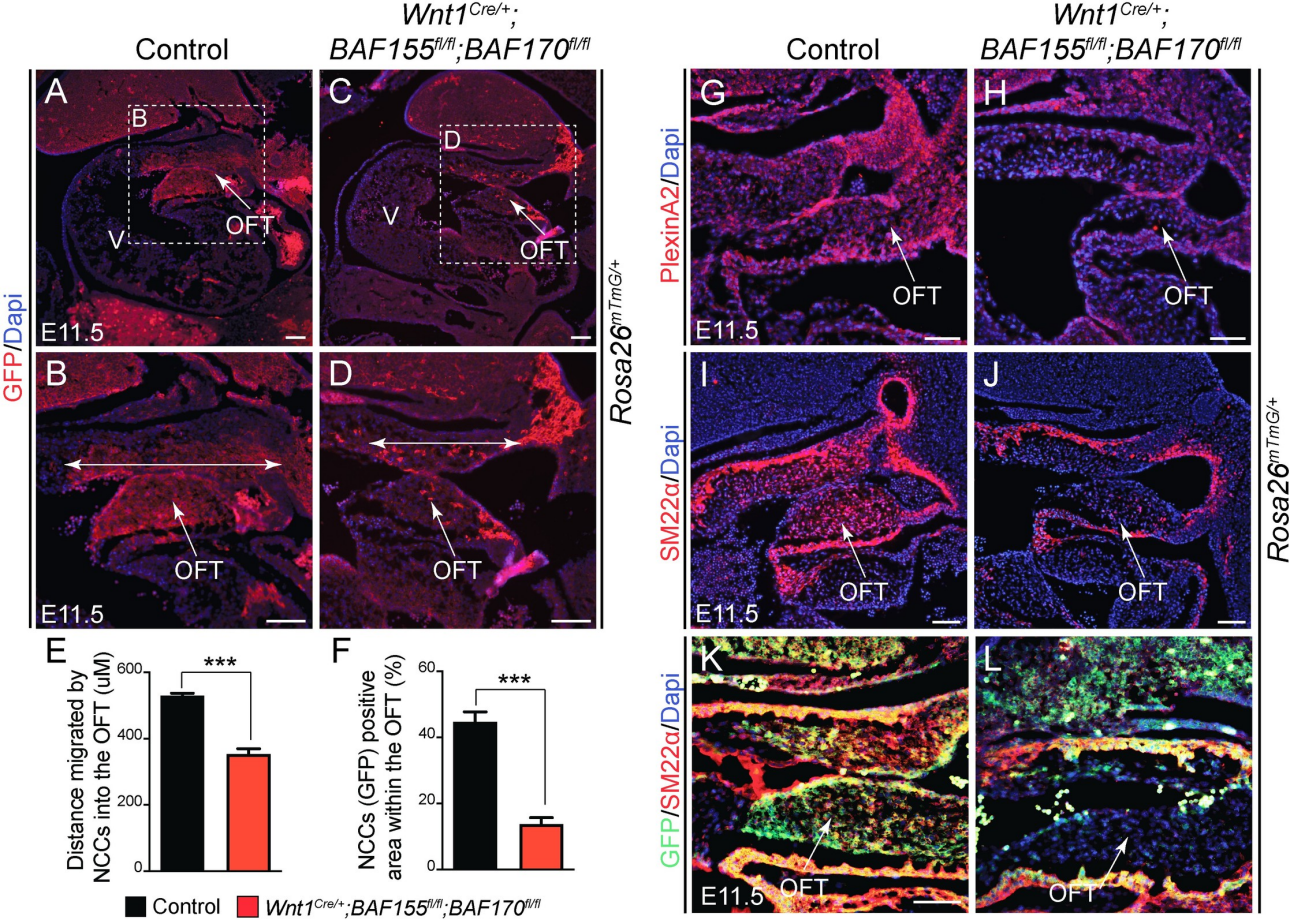
Impaired NCCs contribution to the developing cardiac outflow tract (OFT) of the neural crest-specific *BAF155/170* mutant embryos. **(A-D)** Lineage tracing of *Wnt1*^*Cre/+*^-derived cardiac NCCs using *R26*^*mTmG/+*^ reporter in E11.5 control and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) embryos. Anti-GFP immunostaining on the sagittal sections showing recruited cardiac NCCs in the OFT of control (A-B) and *BAF155/170*-deficient (C-D) embryos. Nuclei were visualized by Dapi staining (blue). Double head arrows show the distance of migrated cardiac NCCs in the OFT (B and D). **(E)** Quantification of distance migrated by NCCs into the OFT (n = 3). **(F)** Quantification of GFP+ neural crest cell area in the OFT (n = 3). **(G-H)** anti-PlexinA2 immunostaining and Dapi counterstaining on the OFT sections of control (E) and *BAF155/170*-deficient (F) embryos. **(I-J)** anti-SM22α immunostaining and Dapi counterstaining on OFT sections of control (G) and *BAF155/170*-deficient (H) embryos. (K-L) Double immunostaining for GFP and SM22α on OFT sections of control (K) and *BAF155/170*-deficient (L) embryos. (n = 3–4 each genotype). Values are reported as means ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant). Scale bar 75μM (A-L). OFT, outflow tract; V, ventricle.

As the deletion of *BAF155* alone or in combination with *BAF170* using both Cre lines resulted in early embryonic lethality, we could not analyze other neural crest-derived tissue such as secondary palates in these embryos. During development, signaling between palate epithelium and underlying neural crest-derived mesenchyme is essential for the growth of palate shelves and the formation of the secondary palate [22–25]. To determine the role of the BAF complex in secondary palate formation, we analyzed the *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*flox/flox*^*;BAF155*^*flox/+*^) at E15.5 and observed cleft palate (S3 Fig). We also utilized a recently reported *BAF155*^*FoxG1-CKO*^ *(FoxG1*^*Cre/+*^*;BAF155*^*fl/fl*^*)* mutant mice and observed cleft palate in E15.5 embryos (S4 Fig) [17,26,27]. In the *FoxG1*^*Cre/+*^ line, Cre recombinase activity is driven in discrete structures of the head including palate epithelium [28]. These findings suggest that the BAF complex also plays an important role in the neural crest-derived palate mesenchyme as well as in the palate epithelium during the secondary palate formation. In addition to these defects, other neural crest derivatives were also affected due to *BAF155/170* deletion. Whole-mount neurofilament (2H3) staining showed impaired NCCs differentiation into neurons (S5 Fig).

### Decreased NCCs cell proliferation and increased apoptosis due to loss of *BAF155/170*

To determine the cellular consequences due to *BAF155/170* deletion, we performed proliferation and apoptotic assay on E9.5 and E10.5 control and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^) embryo sections. We performed immunostaining for Ki67 and quantified the percentage of proliferating cells (ratio of Ki67-positive cells to the total number of cells as determined by Dapi counterstaining in the defined area) in the neural tube and pharyngeal arches (Fig 5A–5E). No significant change in NCCs proliferation was observed at E9.5 (Fig 5E). However, at E10.5, NCCs proliferation was significantly reduced in the *BAF155/170*-deficient embryos compared to the controls in both the areas quantified (Fig 5C–5E). To determine the changes in cell apoptosis due to BAF deletion, we performed terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) analysis on sections from E9.5 and E10.5 control and *BAF155/170*-deficient embryos and quantified the percentage of TUNEL positive cells in the neural tube and pharyngeal arch areas (Fig 5F–5J). We observed a significant increase in cell death around the neural tube as well as in the pharyngeal arches of *BAF155/170*-deficient embryos at both time points analyzed (Fig 5H–5J). Consistent with changes in the number of apoptotic cells in *Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos, we also observed increased apoptosis in *Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ embryos (Fig 5K–5O). We also observed increased apoptosis in *Pax3*^*Cre/+*^-derived non-neural crest-derived tissues such as somites, due to *BAF155/170* deletion. Similar to neural tube and pharyngeal arches, reduced proliferation and increased apoptosis was also observed in *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*flox/flox*^*;BAF155*^*flox/+*^) palate shelves, likely causing cleft palate (S3 Fig). These findings suggest that BAF complex function is essential for NCCs proliferation and survival.

**Fig 5:**
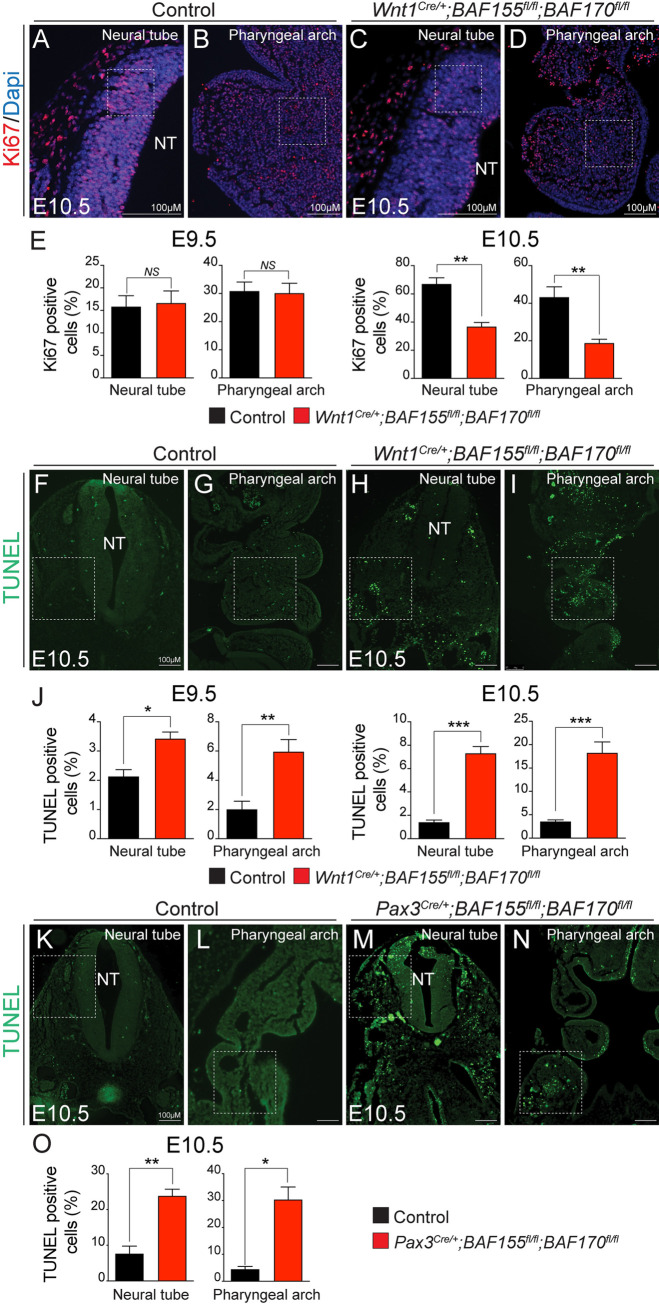
Increased apoptosis and decreased cell proliferation in *BAF155/170*^*Wnt1-CKO*^ embryos. **(A-D)** Anti-Ki67 immunostaining and Dapi counterstaining on frontal sections with neural tube and pharyngeal arch area of E9.5 and E10.5 control and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) embryos. **(E)** Quantification of cell proliferation was calculated as the ratio of Ki67-positive cells to the total number of cells as determined by Dapi counterstaining in the defined area of the neural tube and pharyngeal arch (E). (n = 3–4 each genotype). **(F-J)** TUNEL assay and quantification was performed on E9.5 and E10.5 control and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) sections. (n = 3–4 each genotype). **(K-O)** TUNEL assay and quantification was performed on E10.5 control and *BAF155/170*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) sections. (n = 3–4 each genotype). Values are reported as means ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant).

### BAF complex is critical for controlling neural crest-specific gene expression

To determine the molecular changes associated with the loss of *BAF155/170* in NCCs, RNAseq analysis was performed on GFP^+^ NCCs isolated from E11.25 control (*Wnt1*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/+*^*;Rosa26*^*mTmG/+*^) and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^*;Rosa26*^*mTmG/+*^) embryos using fluorescence-activated cell sorting (FACS) technique (Figs 6A and S6). 

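RNA of GFP-positive NCCs from 3 control samples and 3 samples deficient in BAF155 and BAF170 was sequenced at E11.25, GFP being switched on by Cre recombinase in the Rosa26 mTmG reporter. The controls are heterozygous for both floxed alleles, so the comparison sets loss of both copies of each gene against loss of one copy. The authors prepared strand-specific poly(A) libraries, aligned the paired-end reads with STAR to GRCm38 and counted them on genes with featureCounts. The deposited values are these counts, without normalization. The paper's text does not give the annotation release, the strand setting of the counting or its treatment of reads that map to several places. The table lists 46983 genes by Ensembl identifier, of which 46488 have a name in GENCODE M21. Here the counts were normalized with the TMM method, and the 13961 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.1, a log2 fold change of at least 0.58 in either direction and a mean of at least 2 counts scaled to library size (CPM), the thresholds of the paper's methods. The paper used limma, which was run as an alternative. The libraries were also scaled to the median level of 37 marker genes of embryonic cell types, an alternative chosen after the values were seen. That scaling removes any change the markers share, whatever brought it about.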

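Smarcc1, which encodes BAF155 (ENSMUSG00000032481.16, chromosome 9 of GRCm38 from 110117708 to 110240178), had 42.1, 55.0 and 35.1 CPM in control replicates 1 to 3 and 29.4, 26.4 and 24.5 CPM in deficient replicates 1 to 3. Its log2 fold change was −0.71 (standard error 0.16, adjusted p = 0.0676 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All deficient values lay below all control values, which has an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. The call was lost without control replicate 1 (edgeR, Benjamini-Hochberg adjusted p = 0.222), without deficient replicate 2 (adjusted p = 0.132) or without deficient replicate 3 (adjusted p = 0.225). The log2 fold change of Smarcc1 with scaling to the embryonic markers was 0.15 (edgeR, Benjamini-Hochberg adjusted p = 0.736). Over its 16 alternatives the Benjamini-Hochberg adjusted p lay between 2.91e-08 and 0.736. Smarcc2, which encodes BAF170 (ENSMUSG00000025369.14, chromosome 10 from 128459248 to 128490482), had 91.8, 89.9 and 92.9 CPM in the controls and 85.9, 82.3 and 86.8 CPM in the deficient libraries. Its log2 fold change of −0.11 (standard error 0.058) did not pass the threshold (edgeR, Benjamini-Hochberg adjusted p = 0.251), and it was 0.71 with the scaling. Counts per gene do not separate exons, so a transcript that lost only the floxed exons is still counted. Transcripts of any cells that kept the alleles intact would be counted too, and the counts do not tell these apart.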

Paired-end RNAseq reads from each sample (median read depth > 32 million) were adapter-trimmed (to <10% adapter sequences in a read) and aligned to the mouse reference genome. 

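The counts on genes summed to 9662823, 8191219 and 11661941 in control replicates 1 to 3 and to 12633319, 16557026 and 19808620 in deficient replicates 1 to 3, with medians of 9662823 and 16557026. The paper's median depth is a number of reads, and the values here rest on the counts. Every deficient library was deeper than every control library. The 10 most abundant genes held between 21.8% and 34.9% of the counts of a control library and between 15.5% and 22.9% of those of a deficient library. The first of them was the ribosomal RNA gene CT010467.1, with a mean of 8.60%. A list of 12 macrophage marker genes, none of which is labelled in Figs 6B and 7B, held between 1.10% and 1.64% of the counts of every library, controls included. Among these genes, Ctss had a mean of 3833 CPM, Lyz2 of 3475 CPM and C1qb of 1748 CPM. Their summed normalized counts were 13010 ± 972 CPM (SD, n = 3) in the controls and 14801 ± 642 CPM (SD, n = 3) in the deficient libraries. The 53 tested genes of the embryonic marker lists, which cover mesenchymal crest, sensory, autonomic, glial and neural tube cells, summed to 471 ± 119 CPM (SD, n = 3) in the controls and 291 ± 37.8 CPM (SD, n = 3) in the deficient libraries. For both sums every deficient library lay on the same side of every control library (exact permutation test, p = 0.1, the smallest these groups allow). The embryonic sum also differed within the groups, from 365 CPM in control replicate 3 to 600.1 CPM in control replicate 2 and from 261 CPM in deficient replicate 3 to 333 CPM in deficient replicate 1.

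**Figure D1:**
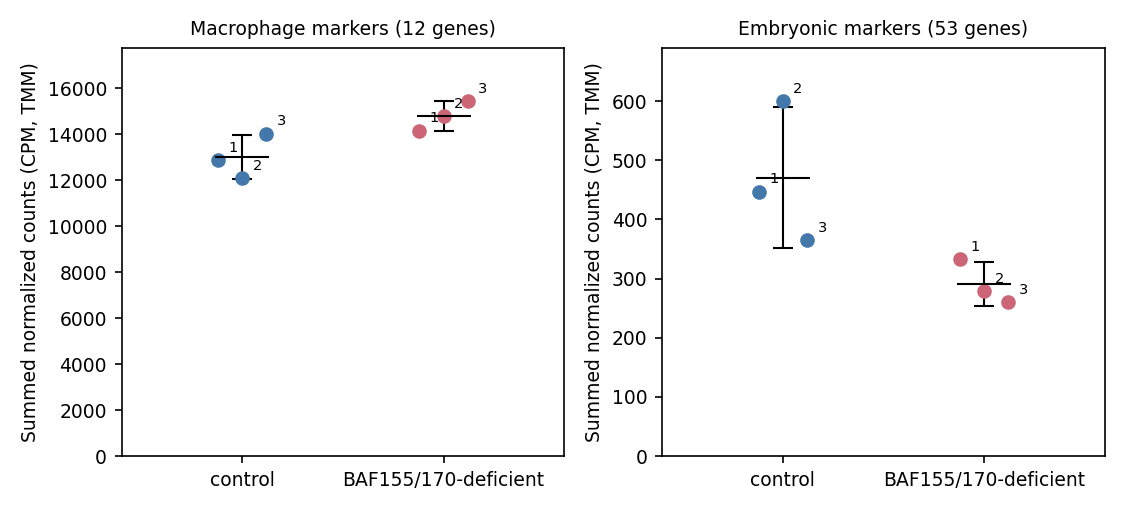
Summed normalized counts (CPM, TMM) of the macrophage markers (left) and the embryonic markers (right) in each library, with control and deficient libraries on the horizontal axis, points numbered by replicate, and bars for the mean and 1 SD of 3 libraries. The macrophage markers lie between 12105 and 15453 CPM in all 6 libraries, and the embryonic markers between 261 and 600.1 CPM.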

A total of 3011 genes were differentially expressed between the control and *BAF155/170*-deficient groups, with 2046 down-regulated and 965 up-regulated genes (Fig 6B and S1 Table). 

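In these counts, 689 genes were called differentially expressed, 681 lower and 8 higher in the deficient libraries. The genes called lower had a median log2 fold change of −1.11, with quartiles of −1.40 and −0.87. The adjusted p alone was at most 0.1 in 1665 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1082 lower and 583 higher. The 583 higher genes had a median log2 fold change of 0.23, under the fold change threshold. The groups did not overlap in 4386 of the 13961 tested genes, or 31.4%, where chance gives 10%, and in 654 of the 689 called genes. Among called genes whose groups did not overlap, predicted genes aside, the largest falls were those of Tril (log2 fold change −2.33, standard error 0.49), Capn6 (−2.32, standard error 0.37) and Tmem178b (−2.28, standard error 0.43). The largest rises were those of Tmem220 (0.77, standard error 0.21), Rpl36-ps2 (0.62, standard error 0.18) and Psenen (0.61, standard error 0.18). Of the 8 genes called higher, 6 are annotated as processed pseudogenes, Rpl36-ps2 among them, and the authors' counting could have split reads between these and their parent genes. The number of calls rested on single libraries: it was 0 without control replicate 1, where 2547 genes had an unadjusted p under 0.05, 17 without deficient replicate 3, 61 without control replicate 2, 264 without deficient replicate 2, 1037 without deficient replicate 1 and 1245 without control replicate 3. The scaling to the embryonic markers called 93 genes lower and 7682 higher. It raised the median log2 fold change of all tested genes from −0.02 to 0.81 and that of the 681 genes called lower from −1.11 to −0.25.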

RNAseq analysis showed that genes down-regulated in *BAF155/170*-deficient NCCs were substantially enriched in craniofacial development, OFT development, NCCs proliferation, differentiation and migration, neural crest-specification and axon guidance; whereas genes up-regulated in *BAF155/170*-deficient NCCs were enriched in the inflammatory response and positive regulators of apoptotic pathways (Fig 6B). 

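The genes labelled in Fig 6B were read from the heat map, 109 in all. Of the 21 genes of craniofacial development, all fell and 15 were called lower, with a median log2 fold change of −1.31. In the other lists, calls of lower expression numbered 21 of 38 for axon guidance and migration (median −1.19), 5 of 9 for neural crest specification (median −1.18), 3 of 9 for OFT development (median −0.93) and 5 of 19 for proliferation and differentiation (median −0.91). Within these lists 1 gene, Rgs9 of axon guidance and migration (log2 fold change 1.37), had a higher mean in the deficient libraries and was not called. It is named because it is the exception, after its value was seen. All 18 genes of the apoptosis list rose, with a median log2 fold change of 0.25, of which 10 had an adjusted p of at most 0.1 (edgeR, Benjamini-Hochberg) and 1, Psenen, also passed the fold change threshold. Adjusted over the list alone, 103 of the 109 genes passed, which is not independent evidence since the study chose these genes on the same samples. Scaled to the embryonic markers, the medians were −0.46 for craniofacial development, −0.28 for axon guidance and migration, −0.27 for neural crest specification, −0.09 for OFT development, −0.05 for proliferation and differentiation and 1.06 for apoptosis. For the inflammatory response, Reactome sets not chosen on these samples were tested with limma's camera at a preset correlation of 0.01. Interferon gamma signaling (74 genes) was higher, with a median log2 fold change of 0.20 and a Benjamini-Hochberg adjusted p of 1.69e-09 over 831 sets. Under limma's fry its adjusted p was 0.143. This rise is of the size of that of the 12 macrophage markers, between 0.15 and 0.21 on the log2 scale, which are abundant in the control libraries too, and S100a8 and S100a9 of the apoptosis list are also neutrophil markers. The counts do not tell whether these rises took place in NCCs. Plxna2 (ENSMUSG00000026640.12), a gene of the axon guidance list, had 14.8 ± 3.11 CPM (SD, n = 3) in the controls and 7.54 ± 0.917 CPM (SD, n = 3) in the deficient libraries. Its log2 fold change was −0.97 (standard error 0.18, adjusted p = 0.0455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost its call without control replicate 1, control replicate 2 or deficient replicate 3, and had a log2 fold change of −0.10 with the scaling.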

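Cell cycle and apoptosis genes were tested as sets, with lists of the Seurat package or written by hand before the data were examined, using camera over the tested genes, which asks whether a set moved relative to the other genes. The S phase genes of the Seurat package (43 tested) had a median log2 fold change of −0.60 (camera, Benjamini-Hochberg adjusted p = 1.80e-05 over 7 sets), and the G2/M genes (54 tested) a median of −0.51 (camera, Benjamini-Hochberg adjusted p = 2.41e-05). A list of 35 tested pro-apoptotic genes had a median of 0.11 (camera, Benjamini-Hochberg adjusted p = 0.0292), with 25 genes higher and 10 lower. The macrophage markers had a larger median of 0.19, and the counts do not tell whether the pro-apoptotic rise took place in NCCs. A list of 25 tested p53 targets had a median of −0.03 (camera, Benjamini-Hochberg adjusted p = 0.529). Single genes of the 2 apoptosis lists seldom passed: adjusted over all genes tested, 4 of the 35 pro-apoptotic genes and 4 of the 25 p53 targets had an adjusted p of at most 0.1 (edgeR, Benjamini-Hochberg), against 5 and 6 adjusted over the list alone. With the correlation between genes estimated from the data in place of the preset value, none of the 7 sets passed a Benjamini-Hochberg adjusted p of 0.1 by camera, the lowest being 0.433. The median of the G2/M genes was −0.26 without deficient replicate 3, and that of the p53 targets 0.077 without control replicate 1. Under fry, the S phase genes, pro-apoptotic genes and p53 targets passed (Benjamini-Hochberg adjusted p = 0.0848 for each). The p53 targets moved both ways, with 13 lower and 12 higher. The G2/M genes did not pass under fry (adjusted p = 0.123). Of these lists, 1 S phase gene, 2 pro-apoptotic genes and 2 p53 targets are also genes that the study labelled or named. Without such genes, an alternative chosen after the values were seen, the pro-apoptotic genes had a median of 0.10 (camera, Benjamini-Hochberg adjusted p = 0.0855), and no set passed under fry (lowest Benjamini-Hochberg adjusted p = 0.148). The pro-apoptotic genes also lost their call without deficient replicate 3 (camera, Benjamini-Hochberg adjusted p = 0.112), and over 18 alternatives their adjusted p lay between 0.0128 and 0.433. With scaling to the embryonic markers, which moves all genes upward together, the medians of the S phase, G2/M and pro-apoptotic genes were 0.24, 0.33 and 0.94. Each set kept its direction relative to the other genes. A shift common to all genes leaves that direction largely fixed, so it adds no evidence.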

Consistent with the reduced proliferation and increased apoptosis observed in *BAF155/170* mutant embryos, gene ontology analysis using Enrichr showed that genes involved in cell cycle regulation were downregulated, and genes involved in apoptosis were upregulated (Fig 7A). 

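The legible gene labels of the MA plots gave 114 genes, of which 112 were lower in the deficient libraries and 70 were called lower. By list, the genes called lower numbered 25 of 41 for nervous system development (median log2 fold change −1.14), 18 of 27 for extracellular matrix organization (median −1.07), 22 of 36 for transmembrane receptor protein kinase signaling (median −0.92), 10 of 14 for pluripotency signaling (median −0.92), 6 of 12 for neural crest differentiation (median −0.94) and 6 of 14 for Hippo signaling (median −1.02). Adjusted over the list alone, 111 of the 114 genes passed, and since the plots show genes the study selected on these samples, that count is no independent evidence. The median over the 114 genes moved from −1.00 to −0.15 with scaling to the embryonic markers, and 14 of them were called lower.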

MA plot and Enrichr analysis also demonstrated that genes required for neural crest cell proliferation, migration, and differentiation were significantly altered due to *BAF155/170* deletion (Figs 7B and S7). For example, Notch and Hippo, the two most important signaling pathways required for NCCs proliferation, migration, and differentiation were downregulated in *BAF155/170*-deficient NCCs (Fig 7B–7D). These changes were further validated by quantitative RT-PCR using RNA isolated from sorted NCCs. 

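All 6 Notch genes named in the text had lower mean counts in the deficient libraries, and none was called. Hes5 had a log2 fold change of −1.39 (standard error 0.48), Heyl of −1.32 (standard error 0.46), Jag2 of −0.87 (standard error 0.44), Hes1 of −0.69 (standard error 0.34), Notch3 of −0.67 (standard error 0.34) and Notch1 of −0.12 (standard error 0.073), with adjusted p from 0.103 to 0.306 (edgeR, Benjamini-Hochberg). Jag2, Hes1, Hes5 and Heyl were low, with control means between 1.66 and 3.36 CPM, and the means over all libraries of Hes1 (1.80 CPM) and Hes5 (1.16 CPM) were under the threshold for a call. Notch1, at 104 ± 8.60 CPM (SD, n = 3) in the controls and 95.6 ± 5.62 CPM (SD, n = 3) in the deficient libraries, rose by 0.15 with each library corrected for its trend with gene length. Among the Hippo genes, Tead2 had a log2 fold change of −1.23 (standard error 0.36), Amot of −0.99 (standard error 0.40), Tead1 of −0.95 (standard error 0.36), Tead3 of −0.94 (standard error 0.35), Yap1 of −0.91 (standard error 0.30) and Axin2 of −0.86 (standard error 0.33), with adjusted p from 0.103 to 0.164 (edgeR, Benjamini-Hochberg). With each library left out in turn, all 12 log2 fold changes stayed negative, but their size moved. Over these 6 fits Heyl ran from −1.63 to −0.73, Jag2 from −1.22 to −0.47 and Notch3 from −0.98 to −0.43. Notch1 ran from −0.16 to −0.05, Tead3 from −1.13 to −0.58 and Axin2 from −1.16 to −0.57. Adjusted over the list alone, 2 of the 6 Notch and 6 of the 6 Hippo genes passed. That is not independent evidence, as the study chose these genes on these samples. With limma-voom, 6 of the 12 genes passed an adjusted p of 0.1 with Benjamini-Hochberg adjustment (Hes5, Yap1, Tead1, Tead2, Amot and Axin2), and without control replicate 1, control replicate 2, deficient replicate 2 or deficient replicate 3 none did by edgeR. By limma-voom on library totals, 10 of the 12, all but Notch1 and Hes1, had an unadjusted p of at most 0.05. With scaling to the embryonic markers, Notch1, Notch3 and Hes1 changed direction, to 0.71, 0.16 and 0.12, and the others lay between −0.59 and −0.04. Lists written by hand before the data were examined were tested as sets with camera. They are not independent of the study, as 12 of the 33 Notch genes, 9 of the 31 Hippo genes and 1 of the 18 Yap-Tead targets tested are also among the genes the study labelled or named. The Notch pathway genes (33 tested) had a median log2 fold change of −0.12 (Benjamini-Hochberg adjusted p = 0.404), which passed only without control replicate 3 (adjusted p = 0.0532, in a range of 0.0532 to 0.728 over 18 alternatives). The Hippo pathway genes (31 tested) had a median of −0.52 (camera, Benjamini-Hochberg adjusted p = 0.00218) and 18 Yap-Tead targets a median of −0.58 (camera, Benjamini-Hochberg adjusted p = 0.00753). Their medians moved to −0.29 without deficient replicate 3 and to −0.36 without control replicate 2, respectively, and both sets still passed. Without the genes that the study picked, an alternative chosen after the values were seen, the Hippo pathway genes had a median of −0.20 and no longer passed (camera, Benjamini-Hochberg adjusted p = 0.165), the Notch pathway genes turned to a median of 0.022 (camera, adjusted p = 0.283), and the Yap-Tead targets passed by camera (adjusted p = 0.0198) but not by fry (adjusted p = 0.148). The Hippo and Notch genes so removed were mostly lower in these samples, so their removal raises the medians by construction. The loss of a call is therefore no evidence against these pathways. With all their genes, the Hippo and Yap-Tead sets held under fry (Benjamini-Hochberg adjusted p = 0.0848) and not under the estimated correlation (camera, adjusted p = 0.433). Adjusted over the list alone, 10 Notch pathway genes, 18 Hippo pathway genes and 10 Yap-Tead targets passed, against 5, 5 and 6 adjusted over all genes tested. From the lower expression of such genes, enrichment analysis and qPCR on sorted NCCs, the paper states that both pathways are down-regulated. It also reports luciferase assays in O9-1 cells for both pathways. For Hippo it adds co-immunoprecipitation of Brg1, Yap and Tead. Neither kind of experiment was analysed here.

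**Figure D2:**
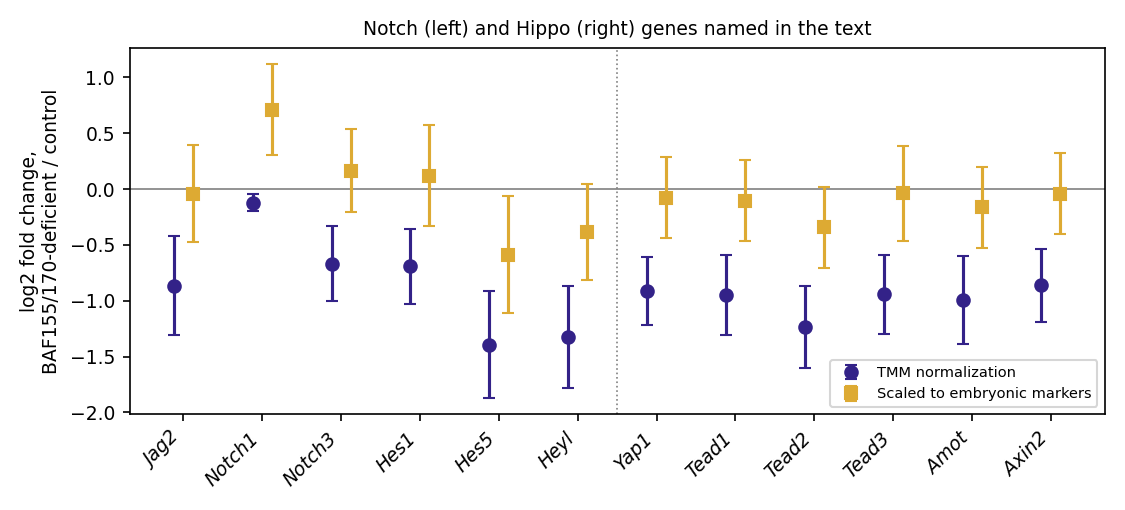
Log2 fold change of deficient against control libraries for the Notch and Hippo genes named in the text (horizontal axis), with bars for 1 standard error from edgeR and 3 libraries per group. Circles use TMM normalization, from −1.39 for Hes5 to −0.12 for Notch1, and squares scale the libraries to the embryonic markers, from −0.59 for Hes5 to 0.71 for Notch1.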

We observed reduced expression of Notch pathway genes such as *Jag2*, *Notch1*, *Notch3*, *Hes1*, *Hes5*, and *HeyL* (Fig 7B and 7C). Expression of genes that are part of the Hippo signaling pathway such as *Yap*, *Tead1*, *Tead2*, *Tead3*, *Amot*, and *Axin2* was also reduced due to *BAF155/170* deletion (Figs 7B–7D and S8). We also observed a reduction in the *PlexinA2* expression, a known Brg1 target in NCCs (Fig 7E). To determine the positive regulation of the Notch pathway by BAF complex, we performed luciferase activation assay using *Hes1*-luciferase construct in O9-1 cells with control siRNA or *BAF155/170* siRNA (S9 Fig). We observed increased activity of the *Hes1*-luciferase construct when transfected with NICD expression plasmids. Compared with O9-1 cells transfected with control siRNA, *BAF155/170* knockdown O9-1 cells had significantly reduced levels of *Hes1*-luciferase activity in response to NICD (S9 Fig).

**Fig 6:**
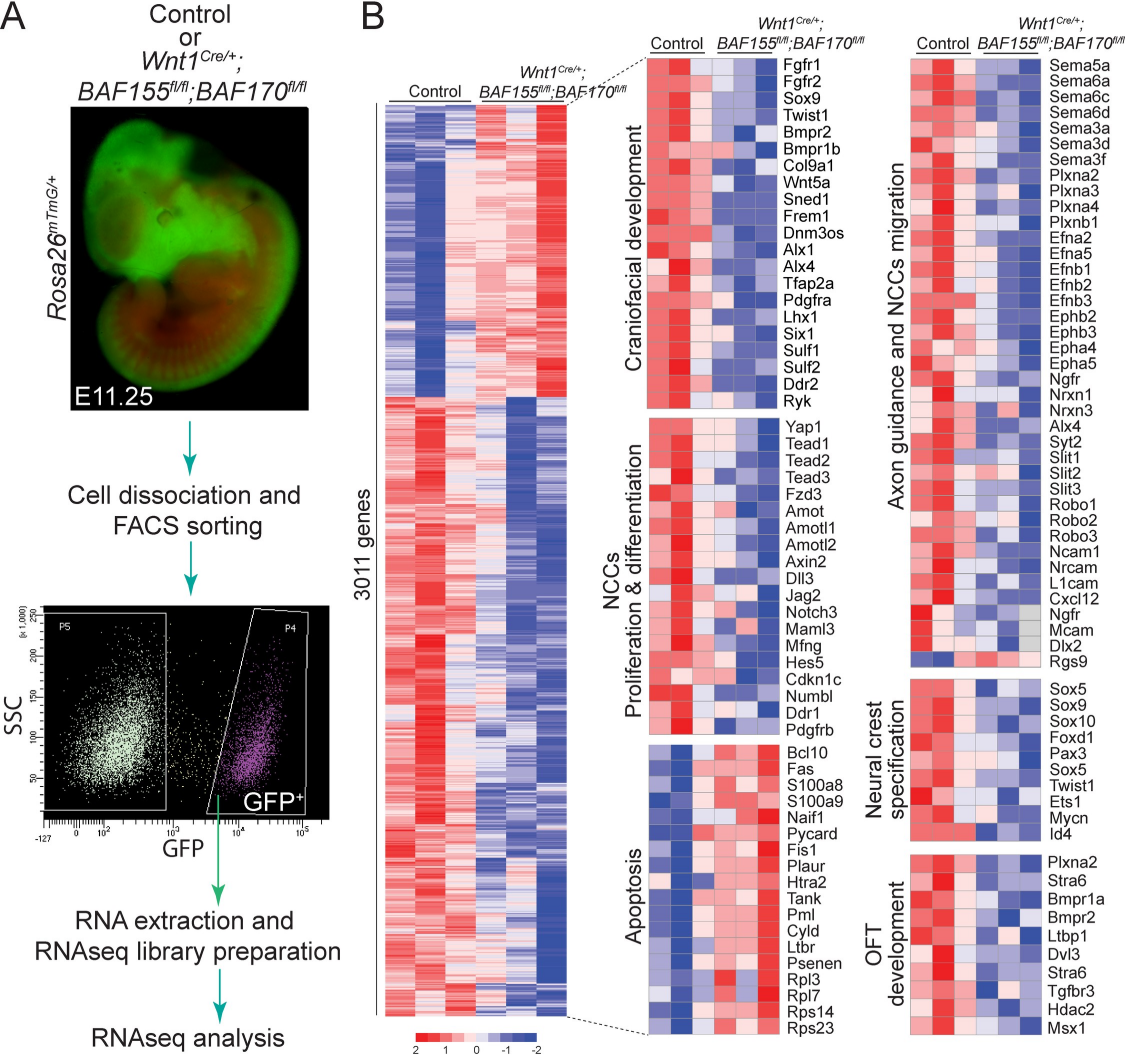
Gene expression changes in isolated NCCs due to *BAF155/170* deletion. **(A)** Experimental design for RNAseq analysis. Single-cell suspensions were prepared from lineage traced control (*Wnt1*^*Cre/+*^:*BAF155*^*flox/+*^:*BAF170*^*flox/+*^:*Rosa26*^*mTmG/+*^) and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^:*BAF155*^*flox/flox*^:*BAF170*^*flox/flox*^:*Rosa26*^*mTmG/+*^) embryos for Fluorescence-activated cell sorting (FACS). NCCs that were positive for GFP were collected from control and *BAF155/170*-deficient embryos for RNA isolation and subsequently for library preparation and RNAseq analysis. **(B)** Heat map of differentially expressed transcripts (3011 genes) from RNAseq analysis of sorted control and *BAF155/170*-deficient NCCs. Genes regulating different aspects of neural crest biology including proliferation and differentiation were significantly down-regulated in *BAF155/170*-deficient NCCs compared to the controls. In contrast, genes regulating apoptosis were up-regulated in *BAF155/170*-deficient NCCs compared to controls. (n = 3 each genotype).

**Fig 7:**
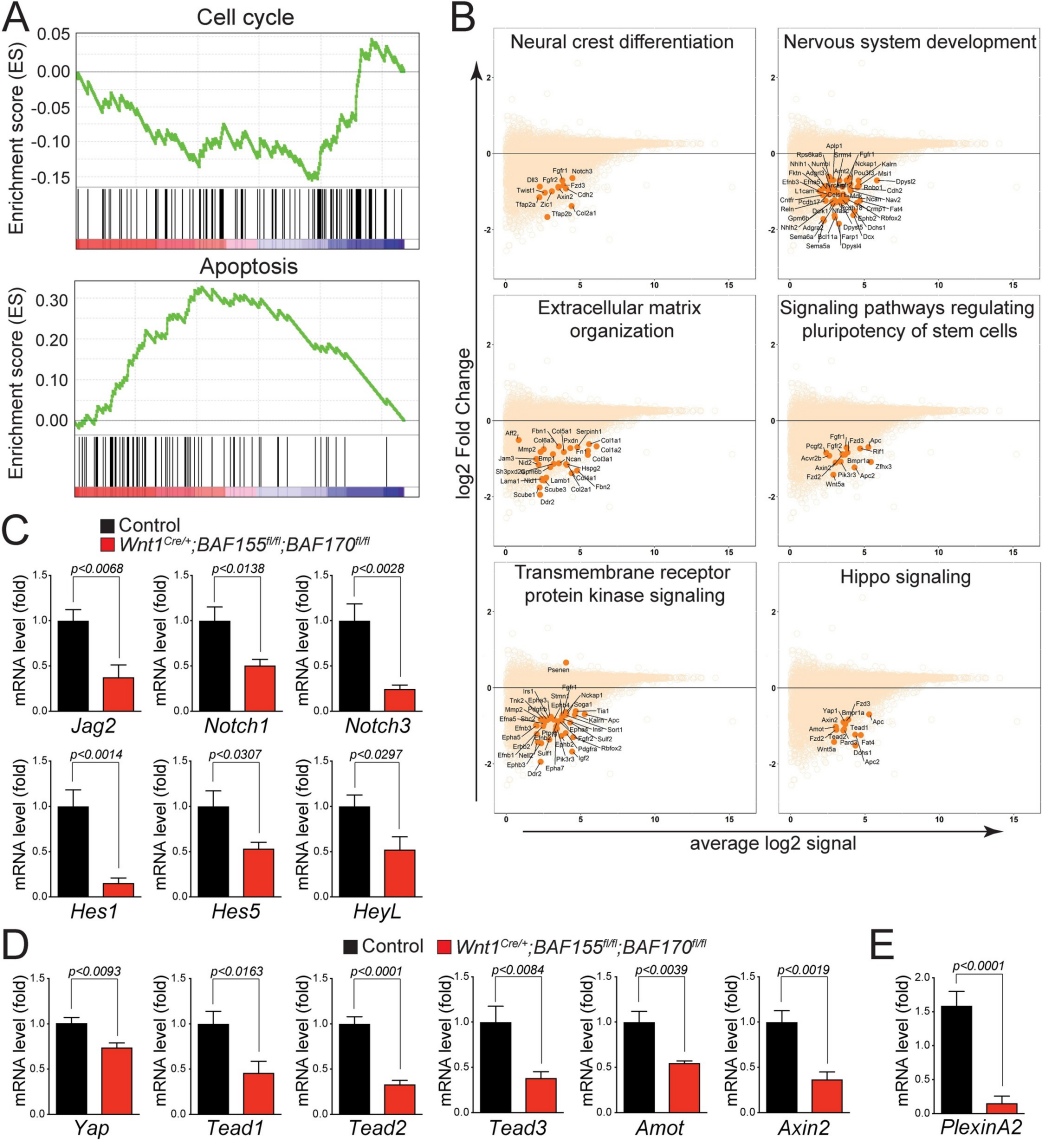
Signaling pathways regulating NCCs proliferation and differentiation are downregulated in *BAF155/170* mutants. **(A)** GSEA analysis showed that genes controlling cell cycle progression were negatively enriched while genes controlling apoptosis were positively enriched. **(B)** MA plots showing down-regulation of genes associated with critical pathways essential for NCCs proliferation, migration, and differentiation. **(C-D)** Relative mRNA levels of Notch (C) and Hippo (D) pathway genes in control and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) sorted NCCs. n = 3–4 each genotype. **(E)** Relative mRNA levels of *PlexinA2* in control and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) sorted NCCs. Values are reported as means ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant).

### BAF complex is essential for Brg1-Yap-Tead-dependent transcription of target genes in NCCs

To determine the interaction between the BAF complex and Hippo signaling, we transfected O9-1 cells with control siRNA, *BAF155* siRNA, or *BAF155/170* siRNA, followed by immunoprecipitation using pan-Tead antibody and western blot for Brg1 (Fig 8A and 8B). The knockdown efficiency of *BAF155* and *BAF170* in O9-1 cells was confirmed by western blot analysis (Fig 8A). The co-immunoprecipitation experiment revealed that Brg1 interacts with Tead factors in O9-1 cells and this interaction is disrupted in *BAF155* knockdown or *BAF155/170* double knockdown conditions (Fig 8B). To determine the interaction between Brg1 and Yap, we performed immunoprecipitation using Brg1 antibody and western blot for Yap (Fig 8B). We observed that Brg1 interaction with Yap is relatively unaffected in *BAF155* knockdown or *BAF155/170* double knockdown cells (Fig 8B). Yap interacts with Tead transcription factors to regulate target gene expression. To determine the impact of *BAF155* or *BAF155/170* knockdown on Yap-Tead interaction, we performed immunoprecipitation using pan-Tead antibody followed by western blot for Yap. The co-immunoprecipitation experiment revealed that Yap interaction with Tead is severely disrupted in *BAF155* knockdown or *BAF155/170* double knockdown conditions (Fig 8B). To determine the positive regulation of the Hippo pathway by the BAF complex, we performed luciferase activation assay using *Tead*-luciferase construct in O9-1 cells with control siRNA or *BAF155/170* siRNA (Fig 8C and 8D). We observed increased activity of the *Tead*-luciferase construct when transfected with Yap expression plasmids. However, the increased *Tead*-luciferase reporter activity in response to Yap was significantly compromised in *BAF155/170* knockdown O9-1 cells compared to the control siRNA transfected O9-1 cells (Fig 8D). To further explore the Brg1-Tead interaction, we performed a luciferase assay and observed significant activation of the *Tead*-luciferase construct with Brg1. However, this activation was reduced by co-transfection of a dominant-negative form of Tead1 (DN-Tead1) (Fig 8E). We also observed that Brg1 and Yap synergistically activated the *Tead*-luciferase reporter (Fig 8F). However, this synergistic activation was reduced by co-transfection of a dominant-negative form of DN-Tead1 suggesting that Brg1-Yap-Tead interaction is essential for regulating the target gene expression (Fig 8G).

**Fig 8:**
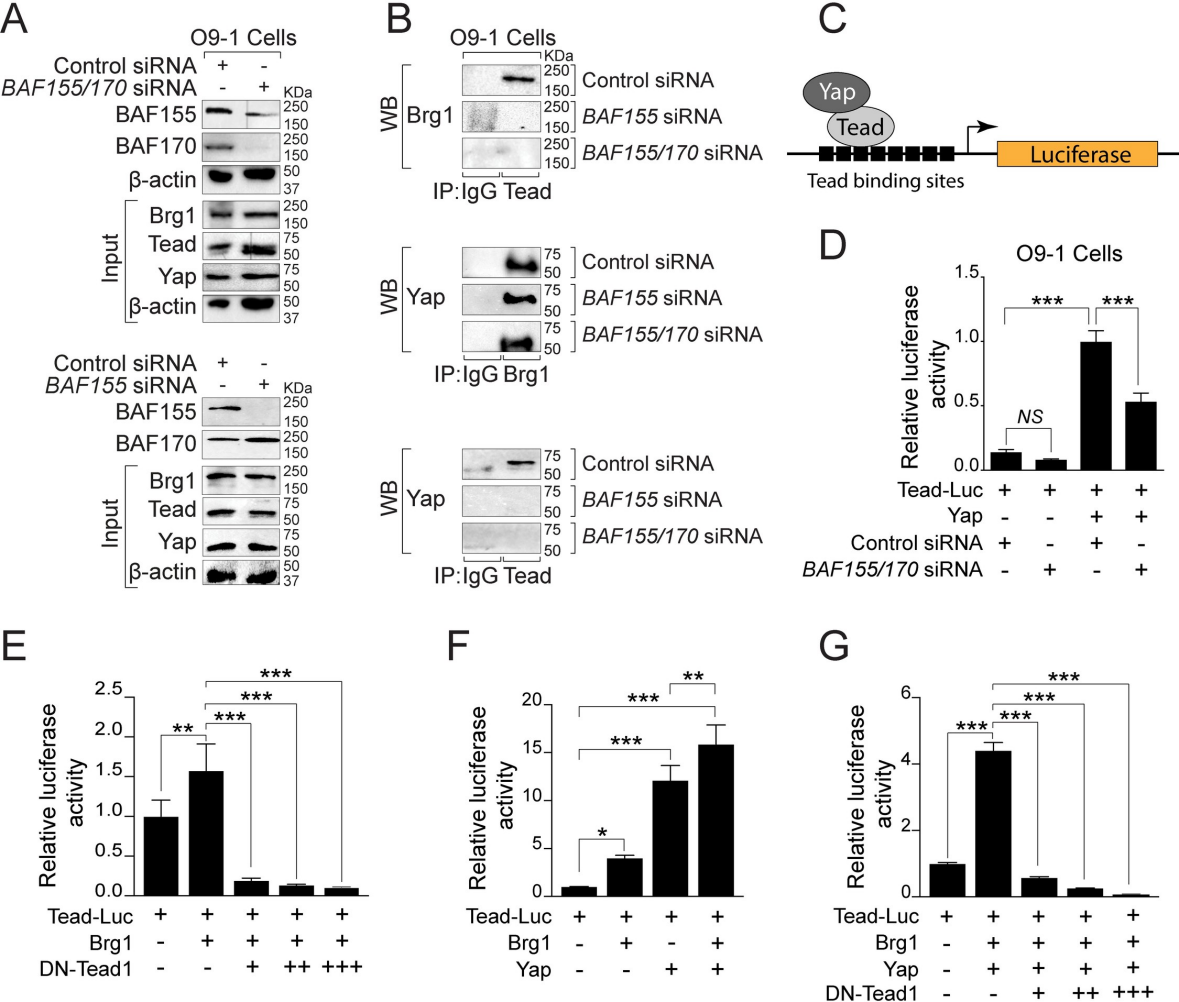
BAF complex is essential for Brg1-Yap-Tead-dependent transcription of target genes in NCCs. **(A)** Western blot for BAF155 and BAF170 using protein extracts from O9-1 cells transfected with control, *BAF155* or *BAF155/170* siRNA for 72 hours. Knockdown efficiency was evaluated by BAF155 and BAF170 western blots. Input blots for Brg1, Tead, and Yap together with β-actin controls are presented. **(B)** Cell extracts from control siRNA, *BAF155* siRNA, and *BAF155/170* siRNA transfected cells were prepared for immunoprecipitation (IP) using IgG control and anti-pan Tead antibody followed by western blotting (WB) for Brg1. IP was performed using IgG control and anti-Brg1 antibody followed by WB for Yap. Similarly, IP was performed using IgG control and anti-pan Tead antibody followed by WB for Yap. Representative blots are presented. **(C)** Schematic illustration of the Tead luciferase reporter construct with Tead and Yap. **(D)** Results of normalized luciferase reporter assays in O9-1 cells with Tead-luciferase reporter (Tead-Luc) in the presence of control siRNA or *BAF155/170* siRNA. **(E)** Results of normalized luciferase reporter assays in HEK293T cells with Tead-Luc reporter in the presence of Brg1 alone or in combination with dominant-negative Tead1 (DN-Tead1). **(F)** Results of normalized luciferase reporter assays in HEK293T cells with Tead-Luc reporter in the presence of Brg1, Yap alone, or both. **(G)** Results of normalized luciferase reporter assays in HEK293T cells with Tead-Luc reporter in the presence of Brg1 and Yap in combination with different doses of DN-Tead1. Values are reported as means ± SD (*P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant).

Next, we decided to perform transcription factor enrichment analysis as the BAF complex interact with diverse transcription factors to regulate gene expression and biological processes including embryonic development. To determine the enrichment of transcription factors targets in the list of significantly down-regulated genes in *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) NCCs, we used three different tools, namely Enrichr, PSCAN, and iCisTarget. As each of these methods is likely to contain some false-positives, we compared the results from the multiple methods via Venn analysis to identify robust findings across the methods employed (Fig 9A and S2 Table). We observed that many transcription factors identified from at least two out of three methods employed have been implicated in regulating the development of neural crest or neural crest-derived tissues. For example, we found enrichment in transcription factors that belong to the Notch family (Hey1, Hey2, and Hes5), AP-2 family (Tfap2a, Tfap2b, and Tfap2c), Myc family (Myc and MycN), F2F family (E2F1, E2F4, E2F7, and E2F8), Sox family (Sox1, Sox3, Sox4, Sox5, Sox6, Sox8, Sox9, Sox10, Sox11, Sox12, Sox13, Sox17, and Sox21) and Pbx family (Pbx1 and Pbx3) (Fig 9A).

**Fig 9:**
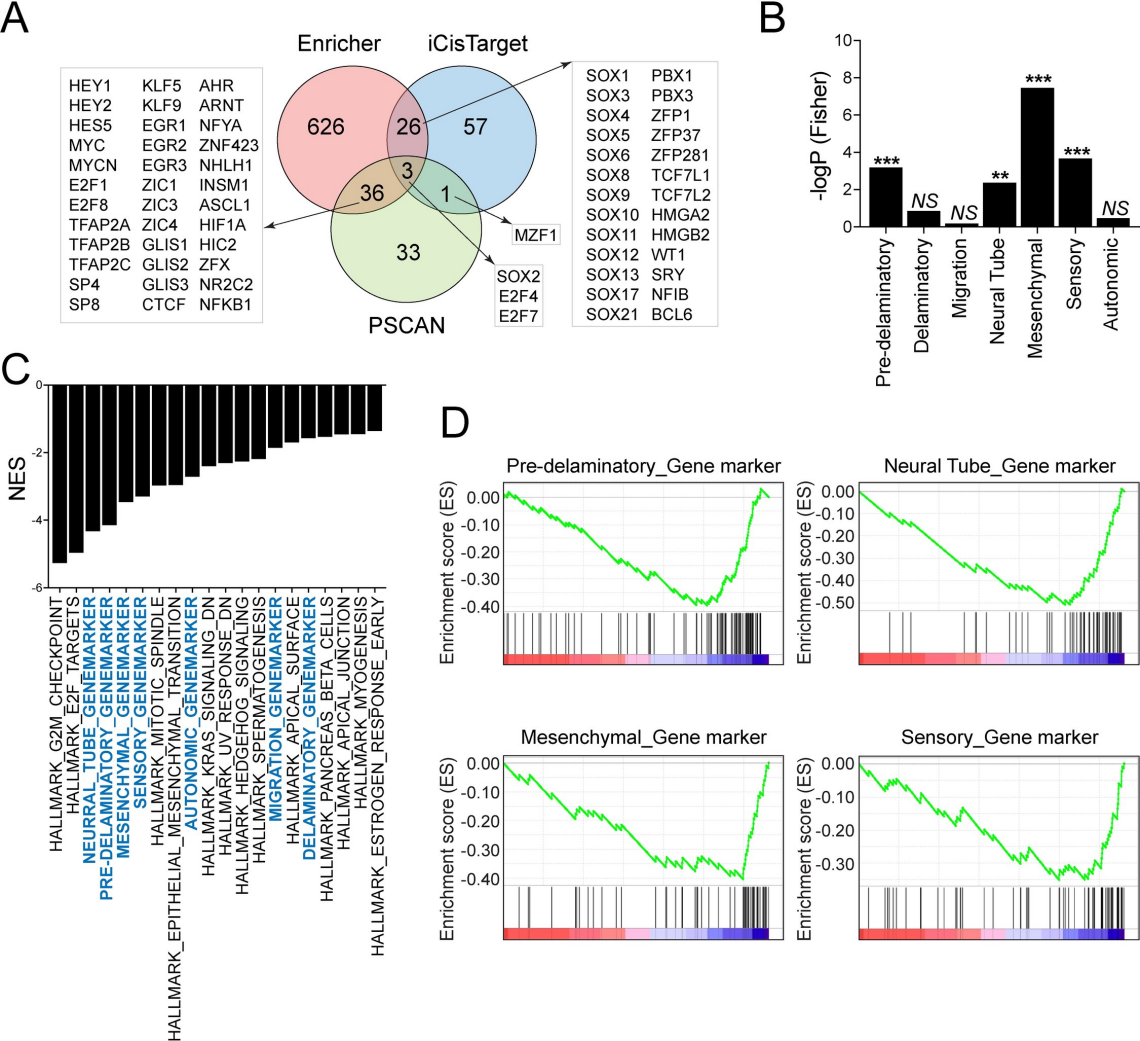
Altered transcriptional network due to *BAF155/170* deletion in NCCs. **(A)** Venn diagram on transcription factors which show significant enrichments in the *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) NCCs compared to the controls. RNAseq data were analyzed via Enrichr, Pscan, and iCisTarget. **(B)** Fisher’s test showing enrichment of differentially expressed neural crest genes in scRNAseq clusters identified by Soldato et al., 2019. **(C)** GSEA analysis showed that custom pathways (with cluster genes identified by Soldato et al., 2019, highlighted with blue color) are retrieved as top GSEA hits (top 20 pathways are presented). Pathways that are significant in the Fisher test occupy a higher rank in the GSEA output. **(D)** GSEA was performed to analyze the custom pathways affected by BAF155/170 deletion in NCCs.

To determine which cell population is most severely affected due to *BAF155/170* deletion, we compared the genes that are differentially expressed in our RNAseq analysis with a recently published neural crest single-cell RNAseq (scRNAseq) study [29]. Specifically, we examined the enrichment of differentially expressed genes (DEGs) observed in our study among the various expression-based cell clusters reported from the scRNAseq study, via Fisher’s exact test. We observed that the majority of DEGs in *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) NCCs belong to mesenchymal, sensory, pre-delaminatory, and neural tube clusters. Among the significant clusters, the strongest enrichment was observed for the mesenchymal cluster (p = 3.19E-08) and the weakest for the neural tube cluster (p = 0.0039) (Fig 9B). We complemented this analysis by performing GSEA on our gene expression data, but after incorporating the scRNAseq reported gene clusters as ’custom’ pathways on a background of hallmark gene sets from Molecular Signatures Database (MSigDB). Six of the seven custom pathways were retrieved as top GSEA hits (Fig 9C and 9D), with pathways that are significantly affected in the Fisher test occupying higher ranks in the GSEA output when ranked by normalized enrichment scores (NES) (Fig 9C and 9D). To identify the cell population that is most severely affected due to inactivation of Brg1-Yap-Tead interaction, we analyzed the Tead binding motifs in the 5kb promoter of DEGs identified in *BAF155/170*-deficient NCCs (S10A Fig). We observed a significant number of DEGs with Tead motifs. Next, we determined the number of Tead motifs in each DEGs and found that over a hundred genes with more than one and less than five Tead motifs suggesting that they are potential Brg1-Yap-Tead targets (S10B Fig). To determine the most severely affected population, we compared these DEGs with the neural crest scRNAseq data set. We observed that the majority of these DEGs belong to mesenchymal, sensory, pre-delaminatory, and neural tube clusters suggesting that proliferation, differentiation, and/or survival of these clusters are dependent on Brg1-Yap-Tead interaction (S10C Fig). These findings suggest that interaction between the BAF complex and transcription factors are essential for the development of neural crest-derived tissues.

## Discussion

Neural crest development is an extraordinarily complex process as NCCs give rise to many different cell types and contribute to a striking number of tissues and organs in the developing embryo. During this process, the gene expression programs in the NCCs are tightly regulated so that they can delaminate, migrate to an array of tissues, and proliferate and differentiate into various lineages. Epigenetic modulators play crucial roles in regulating different aspects of neural crest development by modulating gene expression through DNA modifications, histone modifications, or by altering chromatin architecture. Here we demonstrate that the ATP-dependent chromatin remodeling complex BAF (mammalian SWI/SNF complex) is crucial for modulating the gene regulatory network, required for the proper migration, survival, proliferation, and differentiation of NCCs. The BAF complex contains up to 15 subunits, including two subunits with catalytic ATPase activity (Brg1 or Brm). The ATPase subunits are bound to the core subunits (BAF47, BAF155, and BAF170), and a variety of lineage-restricted subunits. Previous reports have shown that the deletion of a single BAF subunit does not affect the expression and incorporation of other subunits into Brg1 or Brm-based complexes suggesting that a single subunit deletion may not provide a complete understanding of the role of the BAF complex in neural crest development. For example, neural crest-specific deletion of *Brg1* leads to early embryonic death at E11.5 due to cerebral hemorrhage, abnormal pharyngeal arch artery patterning and remodeling, and cardiac OFT defects [14]. In contrast, the deletion of BAF complex subunit *BAF250a* in NCCs leads to partial lethality as 50% of embryos can survive between E15.5-P0. Even though the two mutants displayed similar phenotypes such as OFT defects, the molecular changes observed were different [15].

Recent studies have shown that dimerization of BAF155 and BAF170 subunits is the first step of the complex assembly and essential for the stability and functions of the BAF complex [4,13]. Therefore, to determine the role of the BAF complex in NCCs, we decided to delete the *BAF155* and *BAF170* subunits using *Pax3*^*Cre/+*^ and *Wnt1*^*Cre/+*^ lines. We observed that both *Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^ and *Pax3*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^ embryos die between E11.5–12.5 due to various developmental defects including craniofacial defects, forebrain hemorrhage, pharyngeal arch artery defects, cardiac OFT defects, etc. Consistent with the OFT defects seen in neural crest-specific *Brg1* and *BAF250a* mutants, the depth of NCCs penetration into the heart was significantly reduced in *Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^ embryos. *PlexinA2*, which encodes a semaphorin signaling receptor, is expressed in the pre-migratory NCCs in the dorsal neural tube and required for the proper guidance of cardiac NCCs into the proximal OFT [30]. In NCCs, Brg1 directly binds to *the PlexinA2* promoter and modulate its expression. In *Brg1* mutants, *PlexinA2* expression is significantly reduced in the NCCs as well as in the OFT [14]. Similar to *Brg1* mutants, PlexinA2 expression was significantly reduced in the OFT as well as in the sorted NCCs of the *Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^ embryos compared to the controls. The OFT defect and molecular changes observed in *Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^ mutants are very similar to the *Brg1* mutants suggesting that the BAF155 and BAF170 subunits as essential regulators of BAF complex functions [14]. However, despite similar OFT defects, *PlexinA2* expression was not altered in *BAF250a* mutants, suggesting that distinct BAF complexes may regulate different aspects of neural crest development [15]. Consistent with these findings, several studies using exome sequencing have demonstrated the association between *de novo* mutation in the BAF subunits with a range of human congenital and adult diseases including cardiac diseases [31–34].

Phenotypic analysis of *BAF155*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/+*^ and *Pax3*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/+*^) and *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^ and *Pax3*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^) embryos suggest that compared to BAF170, BAF155 has a more significant role to play in neural crest progenitors, possibly due to the differences in their expression levels. These findings are consistent with previous observations that BAF155 is strongly expressed in the progenitor cells and its expression is gradually downregulated as differentiation proceeds [10–12,35]. In contrast, BAF170 is weakly expressed in progenitor cells and strongly expressed in differentiated cells [10–12,35]. It has been shown that paralogous subunits occupy a similar key complex position, have partially redundant functions, and can compensate for each other to some extent. For example, loss of Brg1 increases the cell’s dependency on Brm, evident by greater incorporation of Brm subunit into the BAF complex [36,37]. Similarly, BAF250b plays an essential role in stabilizing the BAF complex and preserving its functions in the absence of BAF250a [38–40]. In most cases, the compensatory effects are mutual and do not depend upon which subunit is targeted. However, in some cases, the compensatory effects are unidirectional [41]. Consistent with these findings, BAF155 may be able to compensate for the loss of BAF170 but BAF170 is not able to compensate for the loss of BAF155 in NCCs resulting in a more severe phenotype in *BAF155* mutants. Compared to the *BAF155*-deficient or *BAF170*-deficient embryos, a more severe phenotype in *BAF155/170*-deficient embryos indicates that both subunits are required for the formation, stability as well as functions of the BAF complex in NCCs.

Our data demonstrate that loss of *BAF155/170* leads to a significant increase in cell death and a decrease in cell proliferation and differentiation. Increased apoptosis and decreased cell proliferation were evident in the *BAF155/170*-deficient pharyngeal arches as well as around the neural tube. NCCs were able to migrate to pharyngeal arches but failed to differentiate into smooth muscle cells. Similarly, cardiac NCC differentiation into smooth muscle in the OFT was reduced. Instead of taking a candidate based approach used in previous studies, we performed RNAseq analysis on sorted NCCs to determine the global changes in gene expression due to *BAF155/170* deletion [14,15]. Gene expression changes identified by our RNAseq analysis were consistent with the cellular phenotype observed. Previous studies have shown that defects in multiple signaling pathways affecting cardiac NCC survival, migration, proliferation, or differentiation prevent normal development of the aortic arch arteries and cardiac OFT. Pathway enrichment analysis using RNAseq data showed that the Notch and Hippo signaling pathways are among the top-enriched pathways. The majority of the Notch signaling pathway genes such as *Jag2*, *Notch1*, *Notch3*, *Hes1*, *Hes5*, and *HeyL* are downregulated in *Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^ NCCs. Our transcription factor enrichment analysis also showed enrichment in Hey1, Hey2, and Hes5 suggesting that their target genes are downregulated in *Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^ NCCs.

Previous studies have demonstrated that the Notch signaling pathway is essential for the migration, proliferation, as well as differentiation of the NCCs. For example, inhibition of Notch signaling in NCCs (by expressing a dominant-negative MAML or deleting *RBP-J*) results in cardiac OFT and aortic arch artery defects due to a significant reduction in the number of smooth muscle cells [42,43]. Deletion of *Notch3*, encoding a Notch receptor leads to reduced expression of vascular smooth muscle markers in a subset of arteries, suggesting that Notch signaling promotes smooth muscle differentiation or maturation [44]. Notch signaling has also been associated with apoptosis in smooth muscle cells and Notch3 specifically promotes smooth muscle cell survival [45–48]. Genetic mutations in *NOTCH3* are also associated with the autosomal dominant disorder CADASIL (cerebral autosomal dominant arteriopathy with subcortical infarcts and leukoencephalopathy) syndrome [49,50]. Neural crest-specific deletion of Hes1, one of the downstream targets of the Notch signaling pathway leads to impaired development of the pharyngeal organs due to defective proliferation and survival of neural-crest-derived mesenchymal cells in pharyngeal arches [51]. A comparison of our RNAseq data with the recently published single-cell sequencing data also demonstrated that the gene expression changes observed in the BAF mutants are most significantly enriched in the mesenchymal cell population [29,51]. Interactions between the BAF complex and Notch signaling components have been demonstrated in other biological contexts and are also consistent with our observation that the BAF complex contributes positively to the Notch-dependent transcriptional responses [52–54].

Another pathway that was significantly affected due to *BAF155/170* deletion was the Hippo signaling pathway. Expression of Hippo signaling pathway components such as *Yap*, *Tead1*, *Tead2*, *Tead3*, *Amot*, and *Axin2* was significantly decreased in *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) NCCs. Hippo signaling pathway is a highly conserved pathway that regulates cellular proliferation, differentiation, and survival [55–61]. The downstream effector’s Yap and Taz interact with transcription factors including Tead1-4 to promote migration, proliferation, and differentiation of NCCs in different biological systems. For example, Yap activity promotes human neural crest cell fate and migration *in vitro* [55]. In the avian embryo, Yap interacts with Wnt and BMP signaling pathway to regulate the proliferation and survival of pre-migratory NCCs [62]. 

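Among the Wnt and BMP pathway genes labelled in Figs 6B and 7B, all 13 were lower in the deficient libraries and 7 were called lower, with a median log2 fold change of −0.90. The 7 called were Wnt5a (log2 fold change −1.44), Fzd2 (−1.20), Apc (−0.75), Apc2 (−1.34), Bmpr1a (−0.93), Acvr2b (−0.98) and Bmp1 (−0.93). Adjusted over the list alone, 13 of the 13 passed, although the study chose these genes on the same samples. The scaling to embryonic markers gave a median of −0.05, 4 of the 13 (Apc, Ryk, Dvl3 and Bmpr2) turned higher, and the number called lower fell to 0.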

Consistent with these findings, in addition to Yap, Wnt and BMP pathway components were also downregulated in *BAF155/170*-deficient NCCs. In mouse models, neural crest-specific deletion of Yap and Taz resulted in severe early embryonic lethality due to multiple defects including craniofacial defects, vascular defects due to impaired differentiation of NCCs into smooth muscle cells, forebrain hemorrhage, and neural tube defects [63–65]. Forebrain hemorrhage observed in *Yap/Taz* mutant embryos is similar to the one observed in Brg1 mutant (*Wnt1*^*Cre/+*^*;Brg1*^*fl/fl*^) or *BAF155/170* mutant (*Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/fl*^) embryos [14,63,65]. Yap and Taz not only promote cell proliferation and survival but also smooth muscle cell differentiation by modulating Notch signaling [64,65]. Yap and NICD (Notch intracellular domain) physically interact and regulate transcription in smooth muscle cells [64]. A recent study demonstrated that a shift in cellular metabolism promotes neural crest migration via Yap/Tead signaling [66]. Another study demonstrated that Yap interacts with BAF complex via BAF250a and depletion of BAF250a impaired the ability of Yap to be incorporated into the BAF complex [67]. Brg1 or Brm depletion did not affect the interaction between Yap and BAF250a. Canonically, Yap binds to Tead factors to induce transcription of target genes. However, no interaction between BAF250a and Tead was observed [67]. Here, we demonstrate that Brg1 physically interacts with the Yap and Tead transcription factor to regulate target gene expression. No change in Brg1-Yap interaction was observed due to either *BAF155* or *BAF155/170* knockdown. However, Brg1-Tead, as well as Yap-Tead interactions, were significantly compromised in both *BAF155* and *BAF155/170* knockdown cells suggesting that proper assembly of BAF complex is essential for Brg1-Yap-Tead-dependent transcription of target genes in NCCs.

Surprisingly, despite the phenotypic similarity, in contrast to the molecular changes observed in *Brg1* mutants such as increased levels of p21^cip1^ (*Cdkn1a*) and *Ask1* (apoptosis signal-regulating kinase 1), RNAseq analysis of sorted *BAF155/170*-deficient (*Wnt1*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) NCCs revealed no significant changes in the expression of p21^cip1^ or *Ask1* [14]. Instead, we observed reduced expression of p57^kip2^ (*Cdkn1c*), an inhibitor of several cyclin/Cdk complexes and a negative regulator of cell proliferation. 

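Cdkn1a (ENSMUSG00000023067.13), which encodes p21, had 354 ± 24.8 CPM (SD, n = 3) in the controls and 405 ± 12.2 CPM (SD, n = 3) in the deficient libraries, a log2 fold change of 0.19 (standard error 0.065, adjusted p = 0.0995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The deficient values lay above all control values, but the change stayed under the fold change threshold, and only 1 of the 6 fits that each left out a library kept the adjusted p at or under 0.1. The log2 fold change was 1.00 with scaling to the embryonic markers. Map3k5 (ENSMUSG00000071369.10), which encodes Ask1, had 4.03 ± 1.43 CPM (SD, n = 3) in the controls and 3.73 ± 0.309 CPM (SD, n = 3) in the deficient libraries. Its log2 fold change was −0.11 (standard error 0.28, edgeR, Benjamini-Hochberg adjusted p = 0.843) and turned to 0.10 without control replicate 2 and to 0.72 with the scaling.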

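Cdkn1c (ENSMUSG00000037664.12, chromosome 7 of GRCm38 from 143458339 to 143461050) had 49.2, 66.2 and 39.7 CPM in control replicates 1 to 3 and 39.2, 35.3 and 34.1 CPM in deficient replicates 1 to 3. Its log2 fold change of −0.50 (standard error 0.18) did not pass the threshold (edgeR, Benjamini-Hochberg adjusted p = 0.127). It lay between −0.67 and −0.29 with each library left out in turn and, of these 6 fits, was called in that without control replicate 3. With DESeq2 (−0.49) and library totals (−0.43), among other alternatives, the adjusted p was at most 0.1 but the log2 fold change stayed under the threshold for a call. Its Benjamini-Hochberg adjusted p over 16 alternatives lay between 1.97e-04 and 0.400. Scaled to the embryonic markers it was 0.37.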

We also observed elevated expression of genes involved in regulating apoptosis such as *Bcl10*, *Fas*, etc. In addition to Notch and Hippo signaling pathways, many other signaling pathways as well as transcription factors were significantly downregulated and may contribute to the defects observed in *BAF155/170* mutants. 

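Bcl10 (ENSMUSG00000028191.11) rose from 49.5 ± 2.69 CPM (SD, n = 3) in the controls to 58.7 ± 1.13 CPM (SD, n = 3) in the deficient libraries, a log2 fold change of 0.24 (standard error 0.068, edgeR, Benjamini-Hochberg adjusted p = 0.0785). Fas (ENSMUSG00000024778.12) rose from 79.1 ± 7.28 to 93.3 ± 2.16 CPM (SD, n = 3), a log2 fold change of 0.23 (standard error 0.072, edgeR, Benjamini-Hochberg adjusted p = 0.0901). Both rises exceeded the spread between replicates but not the fold change threshold. Each adjusted p stayed at or under 0.1 in 2 of the 6 fits that left out a library. The macrophage markers rose by a similar amount.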

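The paper's enrichment analysis concerns the targets of transcription factors, while the values here are of the factors' own RNA. Of 27 transcription factors named in that analysis, 23 were tested and 22 were lower, with E2f4 the exception (0.13). Of those tested, 10 were called lower, and the median log2 fold change was −0.90. The largest of these falls were those of Sox10 (log2 fold change −1.99, mean 2.98 CPM), Sox9 (−1.75, mean 4.59 CPM) and Tfap2b (−1.70, mean 8.55 CPM). With scaling to the embryonic markers the median of the list was −0.02 and 3 were called lower. Over the Reactome sets of 10 to 500 tested genes, camera with the preset correlation placed 78 of 831 sets lower and 207 higher at a Benjamini-Hochberg adjusted p of at most 0.1, and none of these passed under fry. Collagen biosynthesis and modifying enzymes (48 genes) had the smallest p among the lower sets, with a median log2 fold change of −0.55 (camera, Benjamini-Hochberg adjusted p = 1.68e-05).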

Their role in BAF complex-dependent neural crest development needs to be further explored. In conclusion, we highlight the function of the BAF complex in neural crest development. Our study revealed a previously undescribed role of the BAF complex in regulating neural crest-specific gene programs required for the proper development of neural crest-derived tissues including craniofacial, pharyngeal arch arteries, and OFT. Given that *de novo* mutations in BAF subunits are associated with a range of human congenital and adult malformations and syndromes, our findings may be relevant and can provide a better understanding of these human diseases.

## Materials and methods

### Ethics statement

All animal procedures were approved by the Institutional Animal Care and Use Committee at Duke-NUS Medical School/Singhealth conforming to the Guide for the Care and Use of Laboratory Animals (National Academies Press, 2011).

### Animal experiments

*BAF155/170* mutant mice were generated by crossing *Wnt1*^*Cre/+*^ or *Pax3*^*Cre/+*^ transgenic mice with *BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ mice [13, 16, 17, 20]. Generated *Wnt1*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/+*^ or *Pax3*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/+*^ were then backcrossed to *BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ mice to obtain *BAF155*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/+*^ or *Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/+*^), *BAF170*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/flox*^ or *Wnt1*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/flox*^) and *BAF155/170*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^ or *Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^) embryos. Embryos were harvested from timed pregnancies counting the afternoon of the plug date as E0.5. Embryos were dissected in PBS and fixed in 4% paraformaldehyde (PFA) solution in PBS. Genotyping was performed on DNA isolated from either yolk sacs or tail biopsies using following primers: 5’-ATTCTCCCACCGTCAGTACG-3’ and 5’-CGTTTTCTGAGCATACCTGGA-3’ for *Pax3*^*Cre/+*^; 5’-CAG CGC CGC AAC TAT AAG AG-3’ and 5’-CAT CGA CCG GTA ATG CAG-3’ for *Wnt1*^*Cre/+*^; 5’-TGTCATCCATGAGGAGTGGTC-3’ and 5’-GGTAGCTCACAA ATGCCTGT-3’ for *BAF155*^*flox/flox*^ and 5’-GATGCCTGCTTGCCGAATATCATG-3’, 5’-CATGGTGGCTCTCCTAAGCAATCCAA-3’ and 5’-CTGGCTTTGTGTGTGTGTGTTTGTTC-3’ for *BAF170*^*flox/flox*^. *R26*^*mTmG/+*^ embryos were genotyped based on RFP expression.

### Histology and immunostaining

Histology and immunostaining were performed as described previously [68–71]. Briefly, embryos harvested from timed-mating were fixed with 4% formaldehyde overnight and subsequently dehydrated in ethanol and embedded in paraffin for sectioning. Immunofluorescence staining was carried out by dewaxing of the sections followed by antigen retrieval, rehydration, and blocking with 5% BSA-PBST (0.1%) for 2–3 hours at room temperature. Next, sections were incubated with primary antibodies overnight at 4°C, followed by washing and secondary antibody incubation for 1–2 hrs at room temperature the next day. Antibodies used include anti-GFP (1:250 dilution, Cell Signaling, Catalog no. 2956S), anti-SM22α (1:100 dilution, Abcam, Catalog. no. ab14106), and anti-PlexinA2 antibody (1:100 dilution, Abcam, Catalog. no. ab39357). Whole-mount immunostaining for neurofilament (2H3) was carried out as described previously [68,71–75].

### Cell proliferation and TUNEL assay

Cell proliferation in the neural tube and pharyngeal arches was evaluated by Ki67 immunostaining using anti-Ki67 (1:200 dilution, Abcam, Catalog. no. ab16667) antibody on E10.5 control and BAF155/170 double knockout sections. Dapi counterstain (Vector Laboratories) was performed to visualize the nuclei. Quantification of cell proliferation was calculated as the ratio of Ki67-positive cells to the total number of cells as determined by Dapi counterstaining in the defined area of the neural tube and pharyngeal arch. TUNEL assay (Sigma, Catalog no. 11684795910) was carried out with the protocol provided by the manufacturer. For each genotype, images of 4–6 different sections of 3–4 independent embryos were used.

### Neural crest cells isolation using fluorescence-activated cell sorting (FACS)

We performed timed-mating between *Wnt1*^*Cre/+*^*;BAF155*^*flox/+;*^*BAF170*^*flox/+*^ and *BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^*;Rosa26*^*mTmG/mTmG*^ mice to generate E11.25 control (*Wnt1*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/+*^*;Rosa26*^*mTmG/+*^) and *BAF155/170-*deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^*;Rosa26*^*mTmG/+*^) embryos for FACS. Embryos were dissected in cold DPBS and subsequently incubated in 0.5% trypsin-EDTA (without phenol red) at 37°C for 20 minutes. Homogenized tissue was centrifuged at 2000 rpm for 5 minutes. Cell pellet was washed with 5% FBS/DPBS, centrifuged, and re-suspended with 5% FBS/DPBS. The cell suspension was transferred to a clean tube with cell-strainer cap, and used for FACS sorting. GFP^-^ (*BAF155*^*flox/+*^:*BAF170*^*flox/+*^:*Rosa26*^*mTmG/+*^) embryos were used as a negative control for the FACS. GFP^+^ neural crest cells from 3 control (*Wnt1*^*Cre/+*^*;BAF155*^*flox/+*^*;BAF170*^*flox/+*^*;Rosa26*^*mTmG/+*^) and 3 *BAF155/170-* deficient (*Wnt1*^*Cre/+*^*;BAF155*^*flox/flox*^*;BAF170*^*flox/flox*^*;Rosa26*^*mTmG/+*^) embryos were collected.

### RNA extraction, library preparation, and RNASeq analysis

RNA from collected neural crest cells was extracted using FavorPre RNA isolation kit (Catalog no. FATRK001). Subsequently, strand-specific poly(A) RNAseq libraries were generated using NEBNext. Ultra II Directional RNA Library Prep Kit with sample purification beads from Illumina (NEB, Catalog no. E7795S). Each sample is individually barcoded and pooled for paired-end sequencing using the Illumina HiSeq4000 platform at Novogene AIT Genomics Singapore.

Paired-end RNA sequencing reads from each sample (median read depth > 32 million) were adapter-trimmed (to <10% adapter sequences in a read) and aligned to the mouse reference genome (GRCm38) via STAR aligner (version 2.5.1b) [76] with a median mapping rate of 68 percent. Mapped sequencing reads were quantified and assigned to genomic features via the *feature count* option in R package *Rsubread* [77]. Differential gene expression analysis was conducted in R via *limma* [78]. Genes with absolute log fold change ≥0.58, average signal (counts per million)> = 2, and adjusted p-value (FDR) ≤ 0.1 were considered to be differentially expressed. Transcriptome data were further analyzed for enrichment of biological pathways by querying ’gene-sets’ from the Kyoto Encyclopedia of Genes and Genomes (KEGG) [79] or Gene Ontology [80] pathway repositories via the PreRankedGSEA [81] or Enrichr over-representation analysis tools [82]. Prediction of candidate upstream regulators such as transcription factors was carried out on the list of differentially expressed genes via three independent approaches (Enrichr, PSCAN [83] and iCisTarget [84]. For Enrichr, candidate transcription factors were selected based on four different data-sources, Chea, Encode-Chea, ARCHS4, and TFperturb). PSCAN analysis was conducted based on position weight matrices (PWMs) from the Jaspar 2018_NR dataset. iCisTarget analysis was conducted through an analysis of over-representation in PWMs and TF-binding sites from publicly available Chipseq data. A normalized enrichment score >3 was considered as the lower bound for enrichment. The performance of each method for the identification of candidate transcription factors was assessed by Venn analysis.

Gene markers of single-cell sequencing unbiased clusters of trunk E9.5 neural crest were downloaded from the published paper [29]. The gene marker clusters are neural tube (n = 67), pre-delaminatory (n = 109), delaminatory (n = 27), migration (n = 19), sensory (n = 77), autonomic (n = 41) and mesenchymal (n = 60). Fisher exact test (R programming; URL-https://www.r-project.org/) was deployed to look at the enrichment of *BAF155/170*-neural crest differentially expressed genes (DEGs) in single-cell sequencing clusters (Fisher’s test). DEGs are significantly enriched in the neural tube, pre-delaminatory, sensory, and mesenchymal gene clusters. The mesenchymal gene cluster is most enriched for differentially expressed genes. GSEA analysis was carried out on the full list of genes from *BAF155/170*-neural crest cells RNAseq data, ranked by their fold-change (Double mutant vs Control) [85]. Cluster genes were included as ’custom’ pathways on a background of Hallmark genesets from MSigDB.

### RNA isolation, cDNA synthesis, and qRT-PCR

Total RNA from sorted control and BAF155/170 knockout NCCs was isolated using Favorgen RNA extraction kit (Favorgen Biotech, Catalog no. FATRK 001–2). The concentration and quality of RNA were measured using NanoDrop. For cDNA synthesis, total RNA was reverse transcribed using random hexamers and Promega M-MLV reverse transcriptase (Promega, catalog no. M1705). Gene expression analysis was performed by quantitative RT-PCR (ABI PRISM 7900 or ViiA7 Real-Time PCR System) using SYBR Green Master Mix (Life Technologies, catalog no. 4368702). All mRNA data were normalized against the reference gene glyceraldehyde-3 phosphate dehydrogenase (Gapdh). Primers used for RT-PCR analysis are listed below.

Jagged2 F: 5’-GTG GCT GTG TCT TTC AGC CC-3’

Jagged2 R: 5’-CAC AGC ACG GGC ACC AAC AG-3’

NOTCH1 F: 5’-GAT GAC CTA GGC AAG TCG GC-3’

NOTCH1 R: 5’-GCA GTC TCA TAG CTG CCC TCA C-3’

NOTCH3 F: 5’-GAT GAG CTT GGG AAA TCT GCC-3’

NOTCH3 R: 5’-GCT TGG CAG CCT CAT AGC TG-3’

Hes1 F: 5’-CCAGCCAGTGTCAACACGA-3’

Hes1 R: 5’-AATGCCGGGAGCTATCTTTCT-3’

Hes5 F: 5’-AGTCCCAAGGAGAAAAACCGA-3’

Hes5 R: 5’-GCTGTGTTTCAGGTAGCTGAC-3’

Heyl F: 5’-GAG AAA CAG GGC TCC TCC AAG-3’

Heyl R: 5’-GAC CTC AGT GAG GCA TTC CC-3’

Yap1 F: 5’-TGG CCA AGA CAT CTT CTG GT-3’

Yap1 R: 5’-GCC ATG TTG TTG TCT GAT CG-3’

Tead1 F: 5’-CTG GCC TGG GAT GAT ACA GAC-3’

Tead1 R: 5’-GCT GAC GTA GGC TCA AAC CC-3’

Tead2 F: 5’-CCA GAC GTG AAG CCC TTC TC-3’

Tead2 R: 5’-TAC CCT GGT AGG TCA GAG GC-3’

Tead3 F: 5’-GCA TTA AGG CTA TGA ACC TGG AC-3’

Tead3 R: 5’-CAG AGA CGA TTT GGG CAG AC-3’

Amot F: 5’-CCGCCAGAATACCCTTTCAAG-3’

Amot R: 5’-CTCATCAGTTGCCCCTCTGT-3’

Axin2 F: 5’-TGACTCTCCTTCCAGATCCCA-3’

Axin2 R: 5’-TGCCCACACTAGGCTGACA-3’

plexinA2 F: 5’-AGT GAC CAA GAT ATG AAT GCC TCA CT-3’

plexinA2 R: 5’-TCT ATG GAC ATG GCG TTG ATG-3’

### Cell culture and siRNA knockdown

O9-1 cells (Merck, Catalog no. SCC049) were cultured in complete ES cell medium with 15% FBS and LIF (Merck, Catalog no. ES101-B) supplemented with 25ng/mL of recombinant human FGF-basic protein (Fisher scientific, GF003). Cells are cultured on plates coated with Geltrex LDEV-Free Reduced Growth Factor Basement Membrane Matrix (Thermo Fisher Scientific, A1413201) at 37°C, 5% CO_2_. The cell medium is changed every 2–3 days. For passaging, confluent cells are washed with DPBS and treated with 0.25% trypsin-EDTA at 37°C for 3–5 minutes, neutralized with 10% FBS in DMEM, and centrifuged at 300rpm, 4°C for 5 minutes. Cells are resuspended in pre-warmed medium and seeded to new plates with a ratio of 1:4. Control (Thermo Fisher Scientific, catalog no. 4390843), *Smarcc1* (*BAF155*) siRNA (Thermo Fisher Scientific, catalog no. AM16708), and *Smarcc2* (*BAF170*) siRNA (Thermo Fisher Scientific, catalog no. 4390771) were obtained. The siRNA was transfected in O9-1 cells using Lipofectamine RNAiMAX transfection reagent (Thermo Fisher Scientific, catalog no. 13778150). Cell extracts were prepared at 72 hrs post-transfection using RIPA buffer (Thermo Fisher Scientific, catalog no. 89901) for western blot analysis to evaluate the knockdown efficiency. Western blots were performed as described previously [68–71].

### Co-immunoprecipitation (Co-IP), and western blot

Cell extracts from O9-1 cells transfected with control or *Smarcc1* (*BAF155*)/*Smarcc2* (*BAF170*) mix siRNA pool were prepared using cold RIPA buffer (Thermo Fisher Scientific, catalog no. 89901) supplemented with Halt protease and phosphatase inhibitor cocktail (100X) (Thermo Fisher Scientific, catalog no. 78440). Protein concentration was checked with spectrophotometry as compared to standard BSA solutions. For the co-immunoprecipitation experiment, cell extracts were then incubated with control IgG, anti-Tead antibody (1:100 dilution; Cell Signaling, Catalog no. 13295S) or anti-Brg1 antibody (1:100 dilution, Abcam, Catalog no. ab-70558) at 4°C overnight. The next day, 20–30μL of protein A-agarose beads (Santa Cruz, Catalog no. sc-2001) were added into the cells extracts and further incubated at 4°C for 2 hours on a roller. After a quick spin, the supernatant was removed and agarose beads were washed thrice with 1mL of cold PBS supplemented with inhibitors. Finally, immunoprecipitated proteins were extracted in Laemmli sample buffer (BIO-RAD, Catalog no.1610737) and evaluated with western blot analysis. Input western blots were also performed with 10% of the total protein used for the Co-IP experiment. Western blotting experiments were performed as described previously [68–71]. The primary antibodies used include anti-BAF155 (1:300 dilution, Santa Cruz, Catalog no. sc-32763), anti-BAF170 (1:300 dilution, Santa Cruz, Catalog no. sc-17838), anti-β-actin (1:1000 dilution, Santa Cruz, Catalog no. sc-47778), anti-Brg1 (1:1000 dilution, Abcam, Catalog no. ab-70558), anti-Tead (1:1000 dilution, Cell Signaling, Catalog no. 13295S) and anti-Yap (1:300 dilution, Santa Cruz, Catalog no. sc-376830). The secondary antibodies used include rabbit anti-mouse IgG H&L (HRP) (1:5000 dilution, Abcam, Catalog no. ab97046) and goat anti-rabbit IgG H&L (HRP) (1:5000 dilution, Abcam, Catalog no. ab6721).

### Luciferase assay

Luciferase assay was performed as previously described [68,71,86]. Briefly, O9-1 cells were cultured as described above and transfected with control or *BAF155/BAF170* siRNA mix using Lipofectamine RNAiMAX transfection reagent (Thermo Fisher, Catalog no. 13778150). After 24 hrs of siRNA transfection, O9-1 cells were re-transfected with Hes1 or Tead-luciferase reporter plasmid together with plasmids expressing NICD or Yap respectively. To normalize transfection, β-galactosidase expression plasmid was also transfected along with other plasmids. After 48 hours, cell extracts were prepared using lysis buffer (Promega, catalog no. E3971). Next, luciferase activities were measured using the Luciferase Reporter Assay System Kit (Promega, catalog no. E1500) and β-galactosidase activity using the β-Galactosidase Enzyme Assay System (Promega, catalog no. E2000). The luciferase reporter activity is normalized to β-galactosidase activity. Experiments were repeated in at least three independent experiments and duplicates. Plasmids used in luciferase experiments include pHes1 (2.5k)-luc, a gift from Ryoichiro Kageyama (Addgene plasmid 43806) and 3XFlagNICD1 is a gift from Raphael Kopan (Addgene plasmid 20183) [87,88], WT-Smarca4-sfGFP is a gift from Jerry Crabtree & Courtney Hodges (Addgene plasmid 107056) [89]. Yap expression plasmid has been previously described [68,90] and 8xGTIIC-luciferase, a gift from Stefano Piccolo (Addgene plasmid 34615) [91].

### Statistical analysis

Statistical analyses were performed using the two-tailed Student’s t-test. Data are expressed as mean ± standard error mean (SEM). Differences were considered significant when the p-value was <0.05. (*, *p<0*.*05*; **, *p<0*.*01*; ***, *p<0*.*001*; *NS*, not significant). Statistical analyses were performed using Graph-Pad Prism v.5 (GraphPad Software, USA).

## Supporting information

S1 Fig BAF155 and BAF170 expression in neural crest cells. (A-B) Double immunostaining for BAF155 and Pax3 was performed on E10.5 transverse sections. (C-D) Double immunostaining for BAF170 and Pax3 was performed on E10.5 transverse sections. Scale bars 100μM. NT, Neural tube, DRG, dorsal root ganglion.
(TIF) Click here for additional data file.

S2 Fig Impaired differentiation of NCCs into smooth muscle cells of the pharyngeal arch arteries. (A-D) Immunostaining for SM22α on the frontal section from E11.5 control, *BAF170*-deficient (*Pax3*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^), *BAF155*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/+*^) and *BAF155/170*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) embryos (n = 3–4 for each genotype). Nuclei were visualized by Dapi staining (blue). 4^th^ Pharyngeal arch artery (paa) is shown. Scale bar 50μM (A-D).
(TIF) Click here for additional data file.

S3 Fig Cleft palate in *BAF170*-deficient embryos. (A-F) To analyze the palates, E15.5 control (A-C, n = 4) and *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^) embryos (D-F, n = 4) were harvested. No obvious defects were observed by whole embryos morphology (A and D). Compared to the controls, palates were not fused in the *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^) embryos (B and E). Alcian blue staining showed cleft palate in the *BAF170*-deficient (*Wnt1*^*Cre/+*^*;BAF170*^*fl/fl*^*;BAF155*^*fl/+*^) embryos (C and F). (G-H) H&E stained palate sections of control (G) and *BAF170*-deficient (H) embryos. (I-K) Immunohistochemistry for Ki67 on palate sections of control (I) and *BAF170*-deficient (J) embryos and quantification (K). (L-N) TUNEL staining on palate sections of control (L) and *BAF170*-deficient (M) embryos and quantification (N). Nuclei were visualized by DAPI staining (blue). Asterisks (*) represent cleft palate in *BAF170*-deficient embryos (E, F and H). P, Palate; PS, Palatal shelves. Values are reported as means ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant). Scale bar 1mM (A and D). Scale bar 500μM (B-C and E-F). Scale bar 100μM (G-M).
(TIF) Click here for additional data file.

S4 Fig Cleft palate defects in *BAF155* mutant (*BAF155*^*FoxG1-CKO*^) embryos. (A-L) Histological analysis of E15.5 control (A-F) and *BAF155*^*FoxG1-CKO*^ (*FoxG1*^*Cre/+*^*;BAF155*^*fl/fl*^) (G-L) embryos (n = 3 controls, n = 4 *BAF155*^*FoxG1-CKO*^). Transverse sections of control and *BAF155*^*FoxG1-CKO*^ embryos at the level of the anterior to posterior palatal shelves were analyzed. Asterisks (*) represent cleft palate in *BAF155*^*FoxG1-CKO*^ embryos (J-L). PS, Palatal shelves; NS, Nasal septum; T, Tongue.
(TIF) Click here for additional data file.

S5 Fig Impaired nervous system development in *BAF155/170*-deficient embryos. (A-D) Whole-mount neurofilament (2H3) immunostaining of E10.5 control and *BAF155/170*-deficient (*Pax3*^*Cre/+*^*;BAF155*^*fl/fl*^*;BAF170*^*fl/fl*^) embryos (n = 3 for each genotype). Impaired development of the cranial nerves (V: trigeminal, VII/VIII: facial/vestibulocochlear, X: vagal) is highlighted. Scale bars 200μM.
(TIF) Click here for additional data file.

S6 Fig Fluorescence-activated cell sorting (FACS) of GFP^+^ NCCs. (A-B) Experimental design for NCCs isolation for RNAseq analysis using FACS. To setup the FACS, single cell suspensions were prepared from lineage traced GFP^-^ control (*BAF155*^*fl/+*^:*BAF170*^*fl/+*^:*Rosa26*^*mTmG/+*^), GFP^+^ double heterozygous controls (*Wnt1*^*Cre/+*^:*BAF155*^*fl/+*^:*BAF170*^*fl/+*^:*Rosa26*^*mTmG/+*^) and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^:*BAF155*^*fl/fl*^:*BAF170*^*fl/fl*^:*Rosa26*^*mTmG/+*^) embryos for FACS. NCCs that were positive for GFP were collected from double heterozygous controls (*Wnt1*^*Cre/+*^:*BAF155*^*fl/+*^:*BAF170*^*fl/+*^:*Rosa26*^*mTmG/+*^) and *BAF155/170*-deficient (*Wnt1*^*Cre/+*^:*BAF155*^*fl/fl*^:*BAF170*^*fl/fl*^:*Rosa26*^*mTmG/+*^) embryos for RNA isolation and subsequently for library preparation and RNAseq analysis.
(TIF) Click here for additional data file.

S7 Fig Altered signaling pathways regulating NCCs migration, proliferation, and differentiation in *BAF155/170* mutants. GSEA analysis showing changes in signaling pathways known to regulate different aspects of neural crest development.
(TIF) Click here for additional data file.

S8 Fig Tead expression in neural crest cells. Immunostaining for Pan-Tead was performed on E10.5 transverse sections. Scale bars 100μM. NT, Neural tube.
(TIF) Click here for additional data file.

S9 Fig BAF complex is essential for Notch target gene expression. Results of normalized luciferase reporter assays in O9-1 cells with Hes1-luciferase reporters in the presence of control siRNA or *BAF155/170* siRNA. Values are reported as means ± SD (*P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant).
(TIF) Click here for additional data file.

S10 Fig Neural crest cell population that is most severely affected due to inactivation of Brg1-Yap-Tead interaction. (A) Tead binding motifs in the 5kb promoter of differentially expressed genes (DEGs) identified in *BAF155/170*-deficient NCCs. (B) Number of Tead motifs in the gene promoter of DEGs. Over 100 DEGs have more than one and less than five Tead motifs. (C) Fisher’s test showing enrichment of differentially expressed neural crest genes with Tead motifs in scRNAseq clusters identified by Soldato et al., 2019.
(TIF) Click here for additional data file.

S1 Table List of differentially expressed genes between control and BAF155/170 double mutant NCCs. (PDF) Click here for additional data file.

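S1 Table gives for each gene limma's log fold change, average expression, t, p and adjusted p, with a log2 CPM value for each of the 6 libraries. The copy read here holds 1572 of the paper's 3011 genes, and it was read by machine with errors in some gene names and values, which bears on all numbers taken from it. Of these 1572 genes, 934 have an adjusted p above 0.1 in that copy of the paper's table. For Heyl the paper's table gives a log2 fold change of −1.13, and the counts gave −1.32 (standard error 0.46). For Tead3 the paper's value is −0.80, and the counts gave −0.94 (standard error 0.35). The paper's value for Capn6 is −2.30, and that from the counts is −2.32 (standard error 0.37). In the same order, the values are −1.45 and −1.39 for Hes5, −2.14 and −2.33 for Tril and −2.08 and −2.28 for Tmem178b. For Xist the paper's value is −2.26, and the counts gave −1.86 (standard error 0.83). With limma-voom on library totals in place of edgeR with TMM, an alternative set before the data were examined, the counts gave −1.13 for Heyl and −0.80 for Tead3.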

S2 Table Transcription factor enrichment analysis using RNAseq data set. (PDF) Click here for additional data file.

# Supplementary material for: Critical role of the BAF chromatin remodeling complex during murine neural crest development
**Source:** PLoS Genet. 2021 Mar 22;17(3):e1009446. doi: 10.1371/journal.pgen.1009446
**Supplement:** S1 Table

**Supplemental table 1. List of differentially expressed genes between control and BAF155/170 double mutant NCCs.**

# Supplementary material for: Critical role of the BAF chromatin remodeling complex during murine neural crest development
**Source:** PLoS Genet. 2021 Mar 22;17(3):e1009446. doi: 10.1371/journal.pgen.1009446
**Supplement:** S2 Table

**Supplemental table 2. Transcription factor enrichment analysis using RNAseq data set**

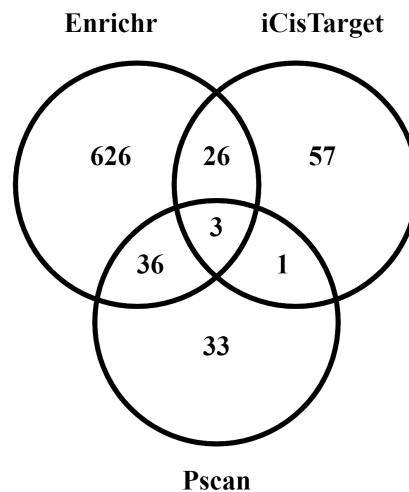

|          |            |
|----------|------------|
| ZNF740   | uniq_pscan |
| ZNF263   | uniq_pscan |
| KLF16    | uniq_pscan |
| PLAG1    | uniq_pscan |
| CENPB    | uniq_pscan |
| CTCF     | uniq_pscan |
| SP3      | uniq_pscan |
| HES1     | uniq_pscan |
| ZBTB7B   | uniq_pscan |
| KLF14    | uniq_pscan |
| ZBTB7C   | uniq_pscan |
| MXI1     | uniq_pscan |
| GCM2     | uniq_pscan |
| RREB1    | uniq_pscan |
| NFKB2    | uniq_pscan |
| GMEB1    | uniq_pscan |
| HES7     | uniq_pscan |
| GCM1     | uniq_pscan |
| EWSR1-Fl | uniq_pscan |
| NFYB     | uniq_pscan |
| KLF1     | uniq_pscan |
| THAP1    | uniq_pscan |
| PAX5     | uniq_pscan |
| MTF1     | uniq_pscan |

How the deposited data were processed for this re-analysis (not part of the article)

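RNAseq was read for GFP-positive NCCs sorted from E11.25 embryos, in 3 control samples and 3 samples deficient in BAF155 and BAF170. According to the methods the authors trimmed adapters, aligned paired-end reads of poly(A) libraries to GRCm38 with STAR and assigned them to genes with featureCounts. The authors deposited the counts per gene of the 6 samples, which are whole numbers without normalization. The paper's text does not give the annotation release, the strand setting of the counting or the treatment of reads that map to several places. Of 46983 genes, 46488 carry an identifier with a name in GENCODE mouse release 21, and the 495 without one held between 0.0558% and 0.0706% of the counts of a library. Counts per library ran from 8191219 to 19808620, and the common biological coefficient of variation was 12.8%.

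Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15, group size 3), normalized by TMM and fitted with a robust quasi-likelihood model with condition as its only term. Counts scaled to library size (CPM) were computed on the normalized library sizes, with a prior count of 2 on the log2 scale. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.1, an absolute log2 fold change of at least 0.58 and a mean of at least 2 CPM, as in the paper's methods. Standard errors of log2 fold changes come from the quasi-likelihood F statistic. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, over 7 sets with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.1; the 7 sets were the S phase and G2/M genes of Seurat 5.3.0 and hand-written lists of pro-apoptotic genes, p53 targets, Notch and Hippo pathway genes and Yap-Tead targets. The adjusted p threshold of the set tests was not fixed before the data were examined. Mouse Reactome sets with 10 to 500 tested genes came from fgsea 1.28.0 and were matched through the NCBI identifiers of 12501 tested genes. Figures and summaries were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

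The genes named are those the paper names for its RNAseq data, Smarcc1 and Smarcc2, and the 3 genes with the largest fall and the 3 with the largest rise among called genes whose groups do not overlap, predicted genes left out. Any other gene named was picked after its values were seen. The lists of Figs 6B and 7B were read from the figures by eye, legible labels only. Marker lists for cell types were written by hand before the data were examined. Of these, the erythroid markers (9 tested) had a median log2 fold change of −0.49, the neutrophil markers (5 tested) of 0.21, the endothelial markers (7 tested) of 0.17, the mesenchymal crest markers (16 tested) of −1.06, the sensory neuron markers (11 tested) of −1.28, the autonomic markers (6 tested) of −0.81, the glial crest markers (7 tested) of −0.76 and the neural tube markers (15 tested) of −0.83. The erythroid list was split. In it 5 genes fell: Hbb-y (−2.07), Hba-x (−1.90), Slc4a1 (−1.77), Hbb-bh1 (−1.73) and Alas2 (−0.49). The other 4 rose: Hba-a1 (0.02), Hbb-bt (0.07), Hbb-bs (0.20) and Hba-a2 (0.48). These genes had means between 0.92 and 8.11 CPM, and none had an adjusted p of at most 0.1 (edgeR, Benjamini-Hochberg). No epithelial marker passed the filter on low counts. A list of BAF subunits (25 tested) had a median of −0.22, with 3 genes at an adjusted p of at most 0.1 (edgeR, Benjamini-Hochberg). The sex-linked list had 5 tested genes, with a median of 0.36. Leaving out a library moved some of these medians by more than 1.5 times: without control replicate 2 the sensory median was −0.76, the glial −0.39, the endothelial 0.087 and that of the BAF subunits −0.14, without deficient replicate 3 the neural tube median was −0.52 and the erythroid −0.90, without deficient replicate 2 the erythroid was −0.16, and without deficient replicate 1 the sex-linked was 0.24.

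The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, limma-voom with and without sample quality weights, library totals in place of TMM, other filters on low counts, other thresholds, the rule read from S1 Table, a block for the replicate number, offsets corrected for a lowess trend (span 0.3) on exon length, each library left out in turn, and camera with an estimated correlation or fry for the sets. After the values were seen, the sets were also tested without the genes the study labelled or named, the libraries were scaled to the median log2 level of 37 embryonic marker genes with at least 2 CPM, and 24 limma settings with an unadjusted p were run. Of the 66 listed embryonic markers, 12 are also labelled in Figs 6B and 7B. The scaling takes the average embryonic marker as unchanged per embryonic cell, so it removes any change these genes share, technical or biological. The pipeline was tested on simulated data with 200 of 13961 genes changed by a log2 fold change of 2, where it recovered 94% with 9 false calls. A simulated length trend called 1565 genes, and 205 after the length correction. A simulated dilution called 2061 genes lower, and 18 after scaling to reference genes. The Tead motif count was not run for want of a genome sequence. The enrichment in single-cell clusters, the qPCR and the imaging were not analysed here.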

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

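The tests of the macrophage markers were chosen after the result was seen; the marker list was written before the data were examined. The 12 macrophage markers, genes that the paper does not discuss, had a median log2 fold change of 0.19 and a higher mean in the deficient libraries for 12 of 12 genes. One of them, Adgre1, had an adjusted p of at most 0.1 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0924), and 11 passed adjusted over the list alone. With scaling to the embryonic markers the median was 1.00, and that scaling raised the median of all tested genes by a similar amount, to 0.81.

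The markers were abundant in every library, and none of the 12 is in another marker list or labelled in Figs 6B and 7B. Their median percentile by mean CPM among the tested genes was 99.1, which argues against low counts or a few shared reads as the explanation. Among the 11 of them with at least 10 CPM, the proportions varied between the 6 libraries by a median of 0.783% beyond counting error (highest 1.56%), and 27.5% of 1000 random sets of genes of similar CPM varied as little or less. The random sets replaced an earlier comparison with embryonic markers after its value was seen, because the change between the groups and the mix of lists fix how much those markers vary. Sets matched on CPM may themselves hold genes of a shared source, so this comparison cannot test for one. The proportions therefore decide nothing, and a single macrophage-like source of RNA shared by all 6 libraries remains a hypothesis. Other abundant genes, picked after their values were seen, were Gpnmb (mean 9027 CPM), Il1rn (7640.0 CPM), Nos2 (4636 CPM), Cxcl9 (3569 CPM) and Acod1 (3181 CPM). Embryonic tissue also holds macrophages, and how many of the listed markers NCCs themselves express was not tested. The tables do not say how such RNA would reach a GFP-positive sort, by sorted cells, by carry-over or by a mixture of samples.

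For the rise itself, a smaller share of embryonic RNA in the deficient libraries may raise every other source slightly, and the gradient between libraries of the same genotype (Spearman correlation of 0.53 across genes) goes with that. A response of macrophages to the mutant tissue, or a loss of crest cells in the mutants, is a biological explanation that the design names and that was not tested. Condition and share of embryonic RNA mostly go together in these libraries. On the median log2 level used for the scaling, control replicate 3 (−0.059) and deficient replicate 1 (−0.055) met. Between these libraries the mesenchymal crest markers were lower in the deficient one (0.09 against −0.21) and the neural tube markers higher (−0.21 against 0.25). A single pair of libraries cannot separate condition from share. No measure of cell number is among the data used here.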

How the results depend on the processing

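The scalings to embryonic markers, the removal of genes the study picked and 24 limma settings were chosen after the values were seen. Those limma settings use an unadjusted p and include that with a filter at 1 CPM given below. All other alternatives, the rule of S1 Table among them, were set before the data were examined. The number of differentially expressed genes stayed within 1.5 times the 689 with DESeq2, limma-voom, library totals, both other filters on low counts, the length correction, the length correction with a replicate block, and a mean log2 CPM threshold. Genes called higher were few, and 15 were called with DESeq2, 33 with all genes of at least 1 count and 2 with a filter at a mean of 2 CPM. Sample quality weights gave 1278 genes (1251 lower, 27 higher). An adjusted p of at most 0.05 gave 94 genes (94 lower, 0 higher; 3813 had an unadjusted p under 0.05), and without the fold change threshold 1476 genes passed, 583 of them higher. The rule of S1 Table, an unadjusted p, gave 3138 genes (2159 lower, 979 higher). A limma-voom setting with library totals and a filter at 1 CPM in 3 libraries, also with the unadjusted p and chosen after the values were seen, gave 3024 (2039 lower, 985 higher). The looser or stricter thresholds account for these counts by construction; for the others the cause was not tested.

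After the group means were removed, samples with the same replicate number had correlations of 0.028, −0.034 and 0.293 for replicates 1, 2 and 3. The pair of replicate 3 was the most alike of the 9 pairs across the groups, but replicate 2 of the controls was more alike to deficient replicate 1 (0.261), and replicate 1 of the controls to deficient replicate 2 (0.044), than to its own number. The authors' library names number the deficient libraries from 2 to 4, so by those names control replicate 2 shares its number with deficient replicate 1 (0.261) and control replicate 3 with deficient replicate 2 (0.000418). Neither numbering has all its pairs alike, so neither was taken to pair the samples, and the block uses the replicate numbers alone. With a replicate block all the same, 1164 genes were called (1143 lower, 21 higher), and with the block and the length correction 24 were called higher.

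Across the 6 fits that each left out a library, the number of differentially expressed genes ran from 0 to 1245, of genes called lower from 0 to 1219 and of genes called higher from 0 to 45. The 0 was without control replicate 1, where 2547 genes had an unadjusted p under 0.05, and 1245 was without control replicate 3. Without deficient replicate 3 it was 17, and without control replicate 2 it was 61. Fewer libraries lower the power, but why some removals raise the count was not tested.

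With scaling to the embryonic markers, 7775 genes were called (93 lower, 7682 higher). By its construction this alternative adds a similar amount to every gene. It reversed Smarcc1 (0.15), Smarcc2 (0.71), Notch1 (0.71), Notch3 (0.16), Hes1 (0.12), Map3k5 (0.72) and Cdkn1c (0.37). Notch1 also reversed with the length correction (0.15) and with the replicate block and length correction (0.15), and Map3k5 with sample quality weights (0.24); the cause was not tested. Map3k5 ran from −0.36 to 0.10 across the fits that left out a library, with the rise without control replicate 2, and Smarcc1 from −0.86 to −0.53.

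With the correlation estimated, the S phase genes (−0.60), G2/M genes (−0.51), pro-apoptotic genes (0.11), Hippo pathway genes (−0.52) and Yap-Tead targets (−0.58) no longer passed. With fry the G2/M genes (−0.51) no longer passed, and the p53 targets did, with a median of −0.029 over genes that move both ways. The medians are the same as in camera, since only the test differs. Without the genes that the study labelled or named, the Hippo pathway genes (22 left, median −0.20) no longer passed by camera and the Notch pathway genes (21 left) turned to 0.022; how much of this comes from the way those genes were chosen was not tested. The S phase, G2/M and pro-apoptotic genes and the Yap-Tead targets still passed by camera, and no set did by fry. The Notch pathway genes passed without control replicate 3 alone (median from −0.29 to −0.080 over the 6 fits), and the pro-apoptotic genes failed without deficient replicate 3 (median from 0.086 to 0.14). The median of the G2/M genes was −0.26 and that of the Hippo pathway genes −0.29 without deficient replicate 3, that of the Yap-Tead targets −0.36 without control replicate 2, and that of the p53 targets 0.077 without control replicate 1; in these fits the first 3 sets still passed and the p53 targets did not.

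For the 24 named genes other than Smarcc1 and Smarcc2, the settings other than the scaling gave 214 values, of which 147 kept direction and side of the threshold, 54 newly passed it, 10 no longer passed it and 3 reversed. The scaling, whose shift of every gene fixes such reversals, reversed 5 of the 24. Leaving out a library gave 144 values, of which 94 kept both, 36 no longer passed, 13 newly passed and 1 reversed. The correlation of log2 fold change with gene length was −0.27 on exon length and −0.21 on the span with introns. The planned variants of the Tead motif count were not run, as no genome sequence was at hand.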

Differences from the paper's values

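The paper reports 3011 differentially expressed genes, 2046 down-regulated and 965 up-regulated, and the thresholds of its methods gave 689, 681 and 8 here. Of the alternatives set before the data were examined, the rule read from S1 Table (limma-voom, library totals, unadjusted p of at most 0.05) came within 1.5 times the paper's values, with 3138, 2159 and 979. None of the others did for any of these counts. Of 24 limma settings with an unadjusted p, run after the values were seen, 11 had all 3 counts within 1.5 times the paper's, and the numbers called ran from 2132 to 8923. One of them, limma-voom with library totals and genes of at least 1 CPM in 3 libraries, chosen after seeing the values, gave 3024, 2039 and 985. The paper's own table, in a partial copy of 1572 genes that was read by machine with errors in some names and values, holds 934 genes with an adjusted p above 0.1.

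The paper gives a median depth of more than 32 M reads. The counts on genes had a median of 12.1 M per library and are another quantity than reads. No alternative applies to it.

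The paper states that Jag2, Notch1, Notch3, Hes1, Hes5, Heyl, Yap1, Tead1, Tead2, Tead3, Amot and Axin2 were reduced. All 12 had a negative log2 fold change and none passed an adjusted p of 0.1 by edgeR with Benjamini-Hochberg adjustment (lowest 0.103), while 3813 of all genes had an unadjusted p under 0.05. With DESeq2, 7 passed (Notch3, Heyl, Yap1, Tead1, Tead2, Amot and Axin2), and with all genes of at least 1 count 7 (Hes5, Heyl, Yap1, Tead1, Tead2, Amot and Axin2). With limma-voom 6 passed (Hes5, Yap1, Tead1, Tead2, Amot and Axin2), and with sample quality weights 9 (Notch3, Hes1, Hes5, Heyl, Yap1, Tead1, Tead2, Amot and Axin2). Library totals passed Heyl, Yap1 and Tead2, and the length correction Hes5, Yap1 and Tead2. A replicate block passed Jag2, Hes5, Yap1, Tead1, Tead2, Tead3 and Axin2, and the block together with the length correction passed Hes5, Yap1, Tead1, Tead2, Tead3 and Axin2. Without deficient replicate 1, Notch3, Hes5, Yap1, Tead2, Amot and Axin2 passed, and without control replicate 3, Hes5, Heyl, Yap1, Tead1, Tead2 and Tead3. Notch1 passed under none of these. Under the rule read from S1 Table, 10 of the 12 had an unadjusted p of at most 0.05 by limma-voom, all but Notch1 and Hes1, and the same number did in the limma setting chosen after the values were seen. Over the 24 limma settings, Tead2 had such a p in 24, Yap1 in 23, Notch3, Tead1, Amot and Axin2 in 22, Tead3 in 20, Heyl in 18, Hes5 in 16, Jag2 in 8, Hes1 in 6 and Notch1 in 0.

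The paper states that Cdkn1c was reduced. Its log2 fold change of −0.50 did not pass (edgeR, Benjamini-Hochberg adjusted p = 0.127). Its adjusted p was at most 0.1 with DESeq2, sample quality weights, library totals, all genes of at least 1 count, the replicate block with and without length correction, and without control replicate 3, with an adjusted p over all 16 alternatives from 1.97e-04 to 0.400 (Benjamini-Hochberg). Of these settings, the fit without control replicate 3 alone (−0.67) also reached the fold change threshold, and its log2 fold change was −0.49 with DESeq2 and −0.43 with library totals. Under the rule read from S1 Table, which has no fold change threshold, it passed with a log2 fold change of −0.42 and an unadjusted p of 0.00682 by limma-voom, as it did in 23 of the 24 limma settings. The paper states that Cdkn1a showed no significant change. It rose by 0.19 with an adjusted p of 0.0995 (edgeR, Benjamini-Hochberg), between 0.00662 and 0.326 over the 16 alternatives, and did not reach the fold change threshold with TMM. Under the rule read from S1 Table its unadjusted p was 0.0511 by limma-voom, and so it was not called, as in the paper, while 17 of the 24 limma settings called it. The paper states that Bcl10 and Fas were elevated. Both rose, and neither reached the fold change threshold with TMM. Both passed under the rule read from S1 Table, with an unadjusted p of 0.0179 for Bcl10 and 0.0271 for Fas by limma-voom, and in 24 and 23 of the 24 limma settings.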

Other observations

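The tests of the other splits, gene length, GC content, depth and abundant genes were set before the result was seen; those of the share of embryonic transcripts, the embryonic lists and Xist were chosen only after it. Of the 10 splits of the 6 libraries into 3 and 3, 1 called as many genes as the real split, the real split itself, and the same 1 of 10 held for genes called lower and for genes called higher. The next split called 2 genes. With 10 splits the share cannot be under 0.1, so these counts cannot exclude that the grouping arose by chance.

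Of the called genes 681 fell and 8 rose. With offsets corrected for gene length 630 genes were called, with offsets corrected for GC content 710, with all libraries thinned to the smallest total 664, and without the 10 most abundant genes, on library totals, 748, all lower, against 700 on library totals with those genes kept. These counts argue against each of these trends as the whole explanation. Genes called lower were long (median exon length 7254.5 bases, against 4213 among genes not called), and the length trend also ran between libraries of the same genotype, with a correlation across genes of 0.20 between control replicates 2 and 3 and of 0.23 between deficient replicates 1 and 3.

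A candidate explanation for the falls is a difference between libraries in the share of embryonic transcripts, whatever its origin. Across 11787 genes, which are not independent replicates, the difference of control replicate 3 from control replicate 2 correlated with that of the deficient mean from control replicate 1 (Spearman correlation 0.53), a test that could have come out the other way. The same between deficient replicates 3 and 1, against deficient replicate 2 and the control mean, gave 0.47. Of the 681 genes called lower, 665 were lower in control replicate 3 than in control replicate 2 and 613 lower in deficient replicate 3 than in deficient replicate 1. The genes thus differ between libraries of 1 genotype along the direction in which the groups differ. The first principal component, with 58.4% of the variance, ordered the libraries control 2 (−50.2), control 1 (−26.9), control 3 (−5.00), deficient 1 (10.5), deficient 2 (26.0) and deficient 3 (45.6).

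The embryonic marker lists fell by unequal amounts (permutation test on 36 genes with 100000 permutations, p = 0.0473), with mean log2 fold changes of −1.21 for sensory, −1.18 for mesenchymal crest, −0.74 for glial, −0.71 for autonomic and −0.57 for neural tube markers. This decides nothing about a change of share, since list genes that another RNA source also expresses would fall less, and the test treats genes as independent. The glial markers alone had a standard deviation of 0.73. Of the 681 genes called lower, 82 were also called lower with scaling to all embryonic lists. With a single list as the reference the number was 320 for glial, 59 for mesenchymal crest, and 0 for sensory and for neural tube markers, so which genes fell beyond the embryonic markers cannot be told apart from the choice of reference. Fewer crest cells in the mutants, a changed make-up of the sorted cells and lower expression per cell remain open as biological explanations, untested.

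Xist was lower in the 3 deficient libraries (31.6, 172 and 32.7 CPM) than in the 3 control libraries (233, 353 and 275 CPM), with a log2 fold change of −1.86 (standard error 0.83; edgeR, Benjamini-Hochberg adjusted p = 0.247). Over the 6 libraries it fell as the Y-linked genes rose, with a Spearman correlation of −0.94 (exact permutation test, two-sided, p = 0.0167) and a Pearson correlation of −0.85 (exact permutation test, p = 0.025), and −0.75 without the 2 libraries farthest from the median. This is the only relation computed across libraries. It goes with different mixtures of female and male RNA in the libraries, and all 6 held both Xist and Y-linked counts. Yet Xist differed at similar Y-linked counts. Control replicate 1 and deficient replicate 3 both had 62.1 CPM of Y-linked genes, with Xist at 233 and 32.7 CPM. Control replicate 3 and deficient replicate 2 had 52.1 and 54.7 CPM of Y-linked genes, with Xist at 275 and 172 CPM. Such mixtures alone need not account for the difference between the groups. The paper's methods say that cells were collected from 3 control and 3 deficient embryos, which reads as a single embryo per library and goes against pooled embryos of both sexes. RNA from another source stays open, as does a difference in Xist with the genotype, which was not tested. The sex of the embryos is not given.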
